# Preexisting Type 1 Diabetes Mellitus Blunts the Development of Posttraumatic Osteoarthritis

**DOI:** 10.1002/jbm4.10625

**Published:** 2022-04-19

**Authors:** Naiomy D Rios‐Arce, Deepa K Murugesh, Nicholas R Hum, Aimy Sebastian, Elias H Jbeily, Blaine A Christiansen, Gabriela G Loots

**Keywords:** CARTILAGE, DIABETES, GENE EXPRESSION PROFILE, OSTEOARTHRITIS, POSTTRAUMATIC OSTEOARTHRITIS

## Abstract

Type 1 diabetes mellitus (T1DM) affects 9.5% of the population. T1DM is characterized by severe insulin deficiency that causes hyperglycemia and leads to several systemic effects. T1DM has been suggested as a risk factor for articular cartilage damage and loss, which could expedite the development of osteoarthritis (OA). OA represents a major public health challenge by affecting 300 million people globally, yet very little is known about the correlation between T1DM and OA. In addition, current studies that have looked at the interaction between diabetes mellitus and OA have reported conflicting results with some suggesting a positive correlation whereas others did not. In this study, we aimed to evaluate whether T1DM exacerbates the development of spontaneous OA or accelerates the progression of posttraumatic osteoarthritis (PTOA) after joint injury. Histological evaluation of T1DM and control joints determined that T1DM mice displayed cartilage degeneration measurements consistent with mild OA phenotypes. RNA sequencing analyses identified significantly upregulated genes in T1DM corresponding to matrix‐degrading enzymes known to promote cartilage matrix degradation, suggesting a role of these enzymes in OA development. Next, we assessed whether preexisting T1DM influences PTOA development subsequent to trauma. At 6 weeks post‐injury, T1DM injured joints displayed significantly less cartilage damage and joint degeneration than injured non‐diabetic joints, suggesting a significant delay in PTOA disease progression. At the single‐cell resolution, we identified increased number of cells expressing the chondrocyte markers *Col2a1*, *Acan*, and *Cytl1* in the T1DM injured group. Our findings demonstrate that T1DM can be a risk factor for OA but not for PTOA. This study provides the first account of single‐cell resolution related to T1DM and the risk for OA and PTOA. © 2022 The Authors. *JBMR Plus* published by Wiley Periodicals LLC on behalf of American Society for Bone and Mineral Research.

## 1 Introduction

Diabetes mellitus is one of the most common metabolic diseases worldwide. According to the National Diabetes Statistics Report published in 2020 (https://www.cdc.gov/diabetes/library/features/diabetes-stat-report.html), in the US, diabetes affects more than 34.2 million people annually, a number that is rising at alarming rates. There are two forms of diabetes mellitus: type 1 diabetes (T1DM) and type 2 diabetes (T2DM). During T1DM, the ability of the pancreatic beta cells to produce insulin is disrupted, leading to impaired glucose uptake by the tissues and an increase in blood glucose. Most T1DM cases are diagnosed during childhood, and it has a strong genetic contribution. On the other hand, T2DM is the most common type of diabetes that mostly develops in adults and is characterized by insulin resistance.^(^ ^1^ ^)^ Well‐known systemic effects of diabetes mellitus include neuropathy, nephropathy, and retinopathy. In addition, most recent studies have also shown an effect of diabetes mellitus on bone and cartilage, a field that is less studied.^(^ ^2^, ^3^, ^4^, ^5^, ^6^, ^7^ ^)^

Osteoarthritis (OA) is a degenerative joint disease that affects at least 32.5 million adults in the US.^(^ ^8^ ^)^ OA is characterized by progressive cartilage loss, increase in bone remodeling, and synovial inflammation.^(^ ^9^ ^)^ There are two types of OA: primary and secondary. Primary OA develops idiopathically during aging and is caused by a combination of genetics and lifestyle factors; secondary OA is most commonly triggered by a traumatic joint injury that exacerbates joint degeneration and cartilage breakdown. It is estimated that at least 50% of people that had a joint injury will develop posttraumatic osteoarthritis (PTOA) within 1 to 2 decades after the injury.^(^ ^10^ ^)^ OA can affect any joint, however, the most common joints affected are the hands, lower back, neck, and weight‐bearing joints such as knees, hips, and feet.^(^ ^8^ ^)^ Currently, there are no approved therapies available to prevent OA or PTOA and existing treatments mainly target OA symptoms such as pain.

To date, several studies have assessed the association between diabetes and OA. However, these studies have reported conflicting results with some suggesting a positive correlation(3, 4 ^)^ whereas others did not.^(^ ^5^, ^6^, ^7^, ^11^ ^)^ Furthermore, some of these studies did not account for the difference in disease progression between T1DM and T2DM, a controversy that can explain the discrepancy in past results. It has been reported that T2DM patients are more prone to develop OA,^(^ ^6^, ^12^ ^)^ and studies in different diabetic animal models also support these results. However, most of these studies did not account for or report body weight changes, a well‐known risk factor for OA.^(^ ^13^, ^14^, ^15^ ^)^ On the other hand, a more recent meta‐analysis did not support the idea that diabetes is an independent risk factor for OA and suggested that an increase in body weight, an effect found more often in T2DM patients, is the main driver of OA in this population.^(^ ^11^ ^)^ Few additional studies are also in support of this hypothesis.^(^ ^5^, ^6^, ^7^ ^)^ Because of the discrepancy in the current literature, an adequate understanding of the association between diabetes and primary and secondary OA becomes a necessary task in the musculoskeletal field.

In the present study, we focused on a well‐characterized T1DM mouse model and investigated whether T1DM is a risk factor for OA and/or PTOA. To assess the role of T1DM in promoting OA, we used the streptozotocin (STZ)‐induced diabetic model.^2^, ^16^^)^ Sixteen‐week‐old control and T1DM male mice were histologically assessed for OA development. T1DM mice exhibited mild OA‐like structural impairments, including modest proteoglycan loss, thinning of the cartilage layer, and clefting of the articular surface when compared with control mice. Whole knee joint RNA sequencing (RNA‐Seq) analysis showed high expression of several matrix‐degrading enzymes in the T1DM group, suggesting a role of these enzymes in contributing to the OA phenotypes. To further determine if OA progression is accelerated after a joint injury in T1DM mice, we used a noninvasive tibial compression injury model. Our findings show that despite the mild OA phenotype exhibited by T1DM mice, preexisting T1DM did not accelerate the progression of PTOA. Instead, we found that T1DM mice developed significantly milder PTOA phenotypes after joint injury compared with non‐diabetic injured mice. At single‐cell resolution, we identified significantly more chondrocytes present in the articular cartilage of injured T1DM mice relative to injured non‐diabetic mice. Our findings show that T1DM can be a moderate risk factor for OA but does not accelerate PTOA after joint injury. We also found that the protective effect on the injured T1DM group seems to be driven by preserving the number of *Col2a1‐*, *Acan‐*, and *Cytl1*‐expressing chondrocytes in the T1DM group. This study is the first to describe at the single‐cell level T1DM effects on OA and PTOA.

## 2 Materials and Methods

### 2.1 Animals and tibial compression overload injury model

Eight‐week‐old vehicle‐injected control mice (C57BL/6J, stock no. 000664) and STZ‐injected C57BL/6J (stock no. 33853) male mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). Before arrival at our facilities, 6‐week‐old C57BL/6J male mice received daily intraperitoneal injections of 50 mg/kg STZ for 5 days to induce diabetes. After arrival at our facilities, diabetes status was confirmed by cutting off the tip of the tail and using a blood glucose meter (O'WELL Blood Glucose Monitoring System). Readings of ≥300 mg/dL were used to assign animals to the T1DM groups. For primary OA assessment, joints were harvested at 16 weeks of age. For PTOA assessment, T1DM and control animals were injured at 10 weeks of age using the noninvasive tibial compression overload injury model, as previously described.^(^ ^17^, ^18^ ^)^ Briefly, the mice were anesthetized via isoflurane inhalation and placed in a prone position with right tibias vertically aligned between two platens for tibial compression. The right knee joint was injured using a compressive load of 10 to 12 N. A single noninvasive tibial compression overload at 1 mm/s displacement rate was used to rupture the anterior crucial ligament (ACL) using an electromagnetic material testing system (ElectroForce 3200, TA Instruments, New Castle, DE, USA). Buprenorphine analgesia was administered immediately post‐injury (0.01 mg/kg) for pain relief. Samples were collected 6 weeks post‐injury. All animal experimental procedures were completed in accordance with the Institutional Animal Care and Use Committee (IACUC) guidance at Lawrence Livermore National Laboratory and the University of California, Davis, in AAALAC‐accredited facilities under protocol 278 approved in April 2019.

### 2.2 Histological assessment of disease severity

Injured and contralateral joints from control and T1DM animals were collected at 6 weeks post‐injury or when the mice were 16 weeks old (*n* ≥ 5 per group). Dissected joints were fixed in 4% paraformaldehyde for 72 hours at 4°C, decalcified using 0.5 M EDTA, infiltrated in increasing concentrations of isopropanol, equilibrated into mineral oil, and embedded into paraffin wax. The joints were sectioned in the sagittal plane, and serial medial sections that included the femoral condyles, menisci, and tibial plateaus were cut at 6 μm; stained on glass slides using 0.1% Safranin O (0.1%, Sigma, St. Louis, MO, USA; S8884) and 0.05% Fast Green (0.05%, Sigma; F7252) using standard procedures (IHC World, Woodstock, MD, USA); and imaged using a Leica (Buffalo Grove, IL, USA) DM5000 microscope. Three blind reviewers independently assessed OA severity using modified Osteoarthritis Research Society International (OARSI) scoring parameters for sagittal views;^(^ ^17^, ^20^ ^)^ grade scale: 0–0.5 normal; 1–2 mild; 3–4 moderate; 5–6 severe cartilage damage.

### 2.3 Bulk RNA sequencing and data analysis

Control and T1DM mice were euthanized at 16 weeks old. Knee joints were collected, dissected, and cut at the edges of the joint region with small traces of soft tissue to preserve the articular integrity. Joints were then homogenized in Qiazol (79306, Qiagen, Valencia, CA, USA) using a PRO tissue homogenizer (Bio‐Gen PRO 200, PRO Scientific Inc., Oxford, CT, USA). Total RNA was purified using Rneasy Mini Kit (Qiagen Inc., Germantown, MD, USA) according to the manufacturer's protocol, and the RNA integrity was assessed using a bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Poly(A)^+^‐enriched cDNA libraries were generated using the Illumina TruSeq RNA Library Prep kit v2 (Illumina Inc., Hayward, CA, USA). The sequencing was performed using an Illumina (Illumina Inc.) NextSeq 500 instrument to generate 75 bp single‐end reads. The quality of sequencing data was checked using FastQC (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc). Sequence reads were mapped onto the mouse reference genome (mm10) using STAR.^(^ ^21^ ^)^ A matrix of read counts per gene was generated using featureCount. Differentially expressed genes were identified using edgeR.^(^ ^22^ ^)^ Genes with log2‐fold changes >0.5 and false discovery rate (FDR) adjusted *p* value <0.05 were considered as significantly differentially expressed. Ontology analysis was performed using Enrichr.^(^ ^23^ ^)^ RNA data can be obtained through NCBI, accession number GSE198836.

### 2.4 Micro‐computed tomography (μCT) and osteophyte quantification

Injured and contralateral knee joints were dissected and fixed in 4% formaldehyde for 72 hours at 4°C. Samples were then stored in 70% ethanol at 4°C until scanned. Whole knee joints were scanned using a μCT instrument (SCANCO μCT 35, Brüttisellen, Switzerland) according to the rodent bone structure analysis guidelines (X‐ray tube potential = 55 kVp, intensity = 114 μA, 10 μm isotropic nominal voxel size, integration time = 900 ms). Trabecular bone in the distal femoral epiphysis was analyzed by manually drawing contours on 2D transverse slides. The distal femoral epiphysis was designated as the region of trabecular bone enclosed by the growth plate and subchondral cortical bone plate. Epiphyseal trabecular bone volume fraction was determined by quantifying trabecular bone volume per total volume (BV/TV). Trabecular thickness (Tb.Th), trabecular number (Tb.N), and trabecular spacing (Tb.Sp) were also quantified. Mineralized osteophyte volume in injured and contralateral joints was quantified by drawing contours around all heterotrophic mineralized tissue attached to the distal femur and proximal tibia, as well as the whole fabellae, menisci, and patella. Total mineralized osteophyte volume was then determined as the volumetric difference in mineralized tissue between injured and uninjured joints. Statistical analysis was performed using a paired *t* test to compare injured and contralateral knees.

### 2.5 Single‐cell RNA sequencing (scRNA‐Seq) and data analysis

Single‐cell preparation of joint‐derived cells were obtained from freshly dissected 7 days post‐injury and contralateral knee joints from control and T1DM mice, 4 to 5 mice per group. Briefly, the tissue around the joint was removed without disrupting the joint or fracturing the bone and then washed in PBS to further remove superficial cells. Connective tissue was next severed into digestion media 7.5 mL of 3 mg/mL Collagenase type I (Worthington, Lakewood, NJ, USA) with 100 μg/mL Dnase I (Roche, Basel, Switzerland) in DMEM/F12 for two sequential 1‐hour digests at 37°C with shaking at 150 rpm. After each digest, cells were washed in 5 mL PBS with 1% FBS, and supernatants were collected and centrifuged at 500*g*. Red blood cell removal was next performed using ACK lysing buffer (Thermo Fisher Scientific, Waltham, MA, USA) followed by immune cell depletion using anti‐CD45 magnetic microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) in combination with LS columns (Miltenyi Biotec). Cells were resuspended in PBS with 0.04% non‐acetylated BSA before the single‐cell sequencing step using Chromium Single‐cell 3′ GEM, Library & Gel Bead Kit v3 (10× Genomics, Pleasanton, CA, USA) on a 10× Genomics Chromium Controller following the manufacturer's protocol. Single‐cell library preparation was performed using Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3 (10× Genomics; catalog no. 1000075) following the manufacturer's protocol. Sequencing was performed on an Illumina NextSeq 500. The transcriptome data was computationally analyzed to determine cell‐specific gene expression and cell identity as described before.^(^ ^24^ ^)^ Cell Ranger Single‐Cell Software Suite (10× Genomics) was used to perform sample demultiplexing, barcode processing, and single‐cell gene counting. The gene count matrix from the Cell Ranger pipeline was further analyzed using Seurat R toolkit^(^ ^25^ ^)^ as described before^(^ ^24^ ^)^ and various cell populations and their transcriptome profiles were determined. Clusters expressing chondrocyte markers *Acan*, *Sox9*, and *Col2a1* were extracted and further analyzed to determine differences between control and T1DM articular cartilage. RNA data are available for download from NCBI under accession no. GSE198837.

### 2.6 Immunofluorescent staining

Six‐micrometer sagittal sections from control and T1DM injured and uninjured mice were used for immunohistochemistry (IHC) as previously described.^(^ ^24^ ^)^ For antigen retrieval method, samples were treated with unitrieve for 30 minutes at 65°C. Primary antibodies MMP11 (MA5‐32285 [1:250]), MMP28 (18237‐1‐AP [1:50]), and Coll2 (MA5‐12789 [1:00]) (Thermo Fisher Scientific): CYTL1 (15856‐1‐AP [1:75]) (Proteintech, Rosemont, IL, USA) and MMP3 (Ab52915 [1:50]) (Abcam, Cambridge, UK) were incubated overnight at room temperature in a dark, humid chamber. Sample slides were then incubated at room temperature for 2 hours with the secondary antibodies (1:1000). Negative control slides were incubated with secondary antibody‐only. Stained slides were mounted with Prolong Gold with DAPI (Molecular Probes, Eugene, OR, USA). Slides were imaged using a Leica DM5000 microscope. ImagePro Plus V7.0 Software and a QIClick CCD camera (Qimaging, Surrey, Canada) were used for imaging and photo editing.

## 3 Results

### 3.1 STZ‐induced T1DM promotes cartilage degeneration in the knee joints of 16‐week‐old male mice

To determine if T1DM is a risk factor for primary OA, we examined the knee joints of control and T1DM mice at 16 weeks of age (Fig. 1*A*). Non‐fasting blood glucose levels were significantly elevated (*p* < 0.005) at 10 and 16 weeks of age in the T1DM group, whereas control mice maintained lower blood glucose levels <300 mg/dL (Supplemental Fig. S1). Body weight was also assessed throughout the experiment, and consistent with previous reports(2 ^)^ STZ‐treated mice had lower body weight and maintained similar levels throughout the experiment when compared with the control mice (*p* < 0.0001; Supplemental Fig. S1). OA development was evaluated using Safranin O and Fast Green staining. Control mice exhibited healthy cartilage characterized by a smooth and strong Safranin O staining, and no bone degradation was visible on either the femoral condyle or in the tibia (Fig. 1*B*). In contrast, T1DM mice exhibited loss of Safranin O staining and minor fibrillation, suggesting the loss of proteoglycan content (Fig. 1*B*). The articular cartilage layer also appeared slightly thinner in some regions in the T1DM joints than in the controls (Fig. 1*B*, yellow arrows). OA severity was quantified using a modified Osteoarthritis Research Society International (OARSI) grading scale, and the OA score was found to be significantly higher (*p* < 0.05) in the T1DM group (Fig. 1*B*). These results confirm that T1DM is a risk factor for primary OA, and STZ‐induced T1DM mice display mild OA phenotypes at 16 weeks of age.

**Fig. 1:**
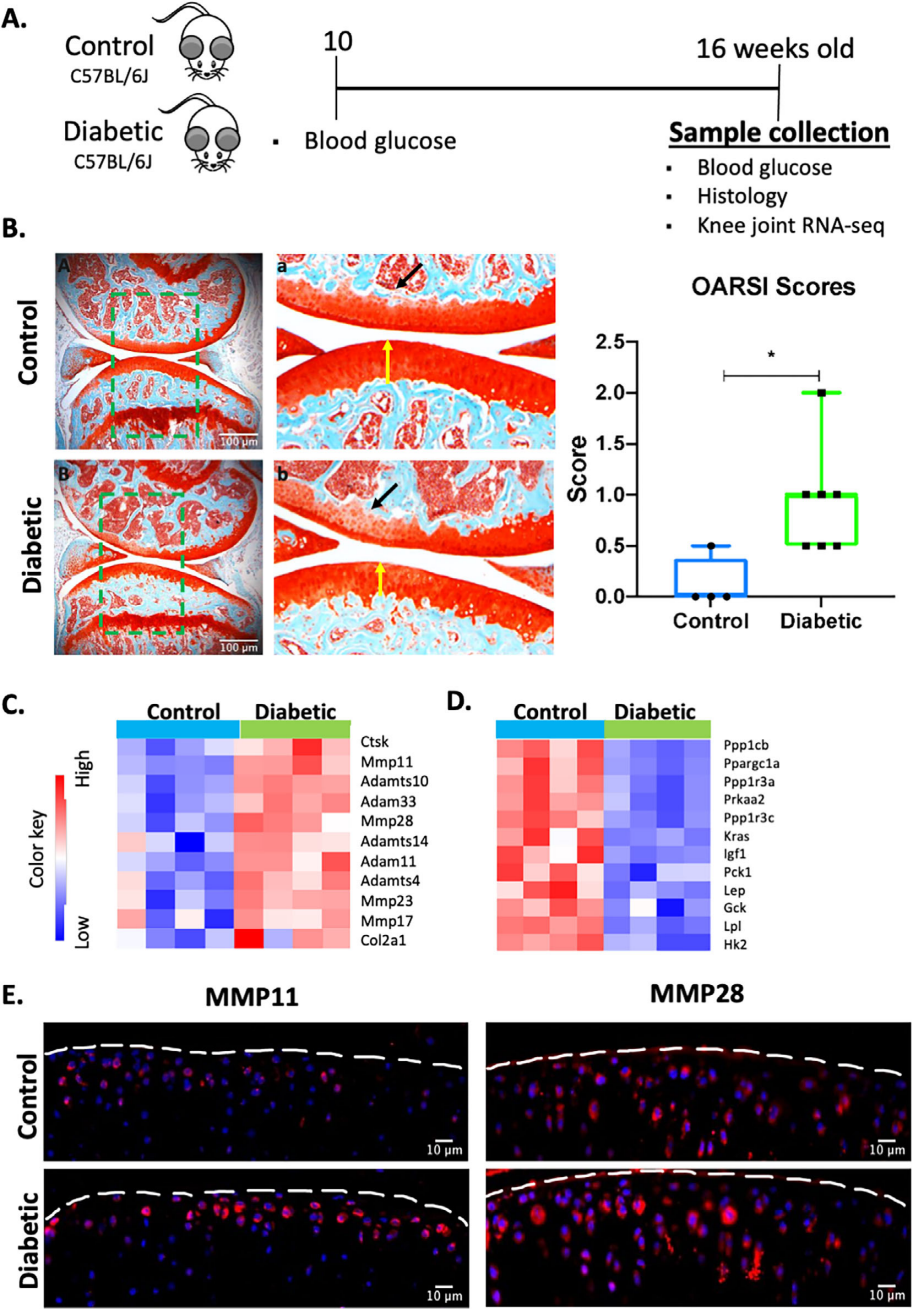
Type 1 diabetes mellitus promotes mild osteoarthritis in C57BL/6J male mice. (*A*) Schematic representation of the experimental design. (*B*) Histological evaluation of the knee joint of 16‐week‐old control and T1DM mice using Safranin O (red = cartilage) and Fast Green (green = surrounding tissue) (5× magnification; scale bars = 100 um). High‐magnification images corresponding to green boxes (A, B) are provided (a, b). Yellow arrows show cartilage thickness, while black arrows show lighter cartilage. OA severity was quantified using the Osteoarthritis Research Society International (OARSI) scoring system. (*C*) Heat map of selected matrix‐degrading enzymes and OA genes of interest. (*D*) Heat map of genes associated with insulin signaling and lipid metabolism. (*E*) Protein expression of MMP11 and MMP28. Blue = DAPI staining showing the nucleus; red = staining showing the protein of interest (20× magnification; scale bar = 10 μm). Bar graphs values are average ± standard error; control *n* = 5, diabetic *n* = 10 per group. Statistical analysis performed by *t* test. *p < 0.05.

To understand how T1DM promotes primary OA, at the molecular level, we compared whole knee joint RNA‐sequences (RNA‐Seq) between 16‐week‐old control and T1DM mice. 

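Whole knee joints of control and T1DM male C57BL/6J mice were compared, 4 joints in each group. The methods do not state that each joint came from a different mouse. The joints were cut at their edges, with small traces of soft tissue left on, so each library mixes RNA of the tissues of the joint. T1DM had been induced with streptozotocin (STZ), a toxin of the insulin-producing β cells of the pancreas, injected at 50 mg/kg on 5 days. The authors sequenced poly(A)-enriched cDNA as single-end reads, mapped them to the mouse genome (mm10) with STAR and counted reads per gene with featureCounts. They deposited a normalized count for 13618 genes in each joint. In every joint, 100% of the values were whole multiples of 1 step, which is the value of 1 read, so the reads behind each value could be recovered. TMM normalization factors recomputed from these reads with edgeR lay between 0.923 and 1.09 and were those already contained in the values, which are therefore TMM-normalized CPM, counts scaled to a common library size. The reads counted on these genes numbered 11917307, 16294012, 21746428 and 30042610 in control joints 1 to 4, with a median of 19020220. In T1DM joints 1 to 4 they numbered 22936650, 45636996, 22773361 and 13325875, with a median of 22855005.5. At these depths, 3 reads on a gene correspond to between 0.0634 and 0.258 normalized counts (CPM), which covers counting error only. The 12884 genes with a value of at least 1 in at least 4 joints were tested with limma on log2(value + 0.5), and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are given on this scale, which understates the change of genes with low values. As in the methods of the paper, genes with an adjusted p-value under 0.05 and a log2 fold change beyond 0.5 were called. No pair of joints of one group differed by as little as sampling noise, with a chi-square per degree of freedom between 10.1 and 48.6. This argues against 1 library sequenced repeatedly, but cannot show that the joints came from different mice. Each joint was counted as 1 replicate. The first principal component held 55.3% of the variance and separated the 4 T1DM joints from the 4 control joints (exact permutation test, two-sided p = 0.029, the smallest p that 4 joints against 4 allow). The deviations of same-numbered joints from their group means had a mean correlation of -0.15 across genes, and each test was also run with the replicate number as a block.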

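Among the 12884 genes tested with limma and Benjamini-Hochberg adjustment, 725 were higher and 806 were lower in T1DM joints than in control joints at an adjusted p-value under 0.05 and a log2 fold change beyond 0.5. Over all tested genes, without selection, the 4 T1DM values all lay on one side of the 4 control values in 35.9%, an arrangement that chance gives for 2.86% of genes. With the replicate number as a block, 711 genes were called higher and 797 lower. The quasi-likelihood test of edgeR on the recovered reads called 799 higher and 905 lower, of which 698 and 798 were among the limma calls. Most changes were small. The limit on the fold change moved the counts most, to 2404 higher and 2452 lower without it, and to 15 higher and 48 lower at a log2 fold change beyond 1. The highest fold changes without overlap between groups were those of Chrna2, Acot1, Isg15, Irf7 and Rab15, with log2 fold changes between 1.17 and 1.51, adjusted p between 2.4e-04 and 0.0013 (limma, Benjamini-Hochberg) and, with the block, between 6.8e-04 and 0.0039. Acot1 has near-identical neighboring paralogs, so its reads are uncertain. The lowest were those of Lep, Ostn, Ddit4, Nr4a3 and Slc25a25, with log2 fold changes between -2.88 and -1.53, adjusted p between 2.0e-04 and 0.0017 (limma, Benjamini-Hochberg) and, with the block, between 7.7e-04 and 0.0048. Fold changes followed the GC content of the transcripts, with a Spearman correlation of 0.62 across 12852 genes, which are not independent replicates. The median GC content was 56.4% for genes called higher, 42.2% for genes called lower and 50.5% for the others. After a smooth trend on GC content and transcript length was removed from each joint, limma with Benjamini-Hochberg adjustment called 342 genes higher and 359 lower, and 323 and 337 with the block as well. Of the calls made before this correction, 237 higher and 255 lower were still made after it. All 10 genes named above were among them. The same correction of single genes and gene lists, and its combination with the block, were chosen after the data had been seen. Of the 36 genes named in this part of the paper or listed beforehand, 27 had an adjusted p under 0.05 over all genes and 29 over this list alone (limma, Benjamini-Hochberg). Many of them were named by the paper as changed in these same joints, so these counts are not independent support.

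**Figure D1:**
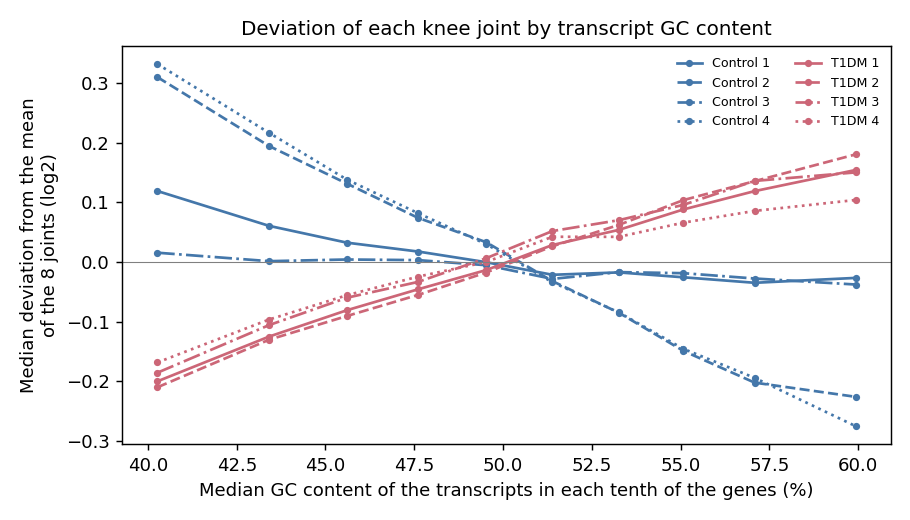
Median deviation of each joint from the mean of the 8 joints (log2, y axis) in each decile of the tested genes, ordered by transcript GC content (%, x axis). Lines are single joints. In the decile with the lowest GC content the control joints lay between 0.015 and 0.33 and the T1DM joints between -0.21 and -0.17, and in the decile with the highest GC content the order of the groups was reversed.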

Computational analyses identified 951 up‐ and 1002 downregulated genes differentially expressed in T1DM joints relative to control joints (Supplemental Tables S1–S2). 

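Coordinates are those of mm10. Mmp11, on chromosome 10 from 75923222 to 75936496, had a normalized count (CPM) of 2.36 ± 0.148 (SD, n = 4) in control joints and 3.89 ± 0.427 (SD, n = 4) in T1DM joints, a log2 fold change of 0.61 (standard error 0.12, adjusted p = 0.0030 from limma with Benjamini-Hochberg adjustment). Mmp28, on chromosome 11 from 83440768 to 83463071, had 2.34 ± 0.467 (SD, n = 4) in control joints and 4.37 ± 0.826 (SD, n = 4) in T1DM joints, a log2 fold change of 0.78 (standard error 0.17, adjusted p = 0.0041 from limma with Benjamini-Hochberg adjustment). For both genes, every T1DM joint had a higher value than every control joint (exact permutation test, two-sided p = 0.029), and the call held in each of the 8 fits that left out 1 joint. Adam33, on chromosome 2 from 131050591 to 131063814, had 5.77 ± 1.21 (SD, n = 4) in control joints and 10.4 ± 1.07 (SD, n = 4) in T1DM joints, a log2 fold change of 0.82 (standard error 0.14, adjusted p = 0.0016 from limma with Benjamini-Hochberg adjustment). Adamts10, on chromosome 17 from 33524204 to 33553782, rose from 48.6 ± 4.90 (SD, n = 4) to 71.3 ± 2.07 (SD, n = 4), a log2 fold change of 0.55 (standard error 0.081, adjusted p = 6.1e-04 from limma with Benjamini-Hochberg adjustment). The call of Adamts10 held in 7 of the 8 fits that left out 1 joint, and its lowest log2 fold change in these fits was 0.49. Mmp23 rose from 5.88 ± 1.30 (SD, n = 4) to 8.54 ± 0.500 (SD, n = 4), a log2 fold change of 0.52 (standard error 0.14, adjusted p = 0.011 from limma with Benjamini-Hochberg adjustment), and its call was lost in 3 of the 8 fits that left out 1 joint. Adamts14 and Adamts4 were higher in T1DM but did not pass both thresholds. The log2 fold change of Adamts14 was 0.49 (standard error 0.19, adjusted p = 0.057 from limma with Benjamini-Hochberg adjustment), and that of Adamts4 was 0.48 (standard error 0.14, adjusted p = 0.020, limma with Benjamini-Hochberg adjustment). On the recovered reads, edgeR's quasi-likelihood test gave both genes adjusted p-values of 0.046 and 0.018 with Benjamini-Hochberg adjustment and log2 fold changes of 0.53 and 0.57. Of the further enzymes in Fig. 1C, Adam11 had a log2 fold change of 0.48 and Mmp17 of 0.51, with adjusted p of 0.0079 and 0.10 (limma, Benjamini-Hochberg), and neither was called. With the replicate block, the adjusted p of the 9 enzymes lay between 0.0032 and 0.094 (limma, Benjamini-Hochberg). The transcripts of these enzymes have GC contents between 55.2% and 60.1%. After the trend on GC content and length was removed, Mmp28 and Adam33 were still called, with log2 fold changes of 0.54 and 0.55 and adjusted p of 0.027 and 0.016 (limma, Benjamini-Hochberg). With the block as well, Adam33 was still called and Mmp28, at an adjusted p of 0.052 (limma, Benjamini-Hochberg), was not. With the trend removed, Mmp11, at 0.39, and the remaining ones of these 9 enzymes were below the fold change limit of 0.5. The protease Ctsk, also shown in Fig. 1C, was called before and after this correction. Its log2 fold changes were 0.67 and 0.70, with adjusted p of 0.0029 and 0.0053 (limma, Benjamini-Hochberg). Exons of Mmp11 and Mmp28 overlap exons of genes on the opposite strand (Chchd10 and 1700020L24Rik). The methods do not state strand-specific counting, so part of the reads of Mmp11, Mmp28 and Adamts4 is uncertain.

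**Figure D2:**
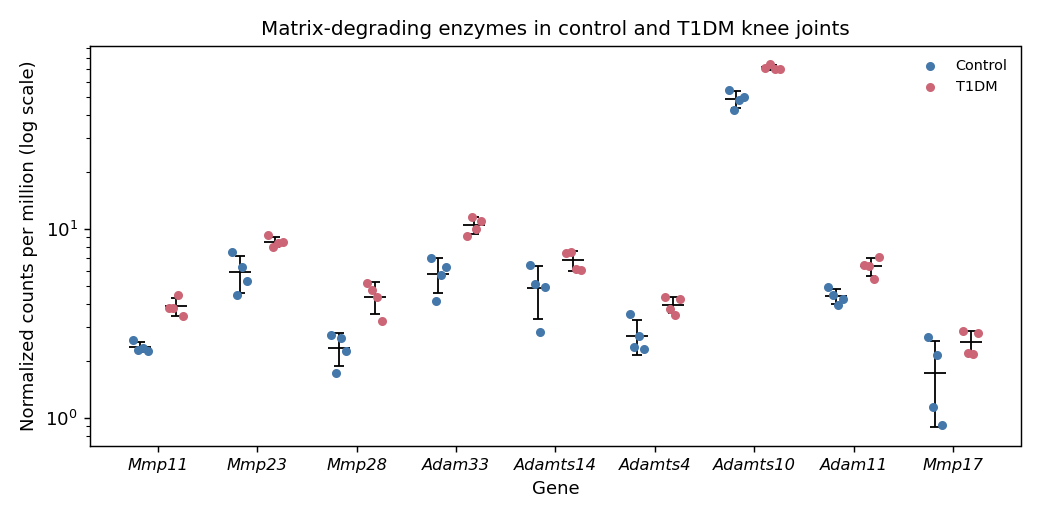
Normalized counts (CPM) (log scale, y axis) of the matrix-degrading enzymes of Fig. 1C (x axis). Points are joints, horizontal ticks group means and bars 1 SD. For Adam33 the means were 5.77 and 10.4 without overlap of the groups, while for Mmp17 they were 1.72 and 2.51 and the groups overlapped.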

Among the upregulated genes, we identified several transcripts encoding for matrix‐degrading enzymes, including matrix metallopeptidase 11 (*Mmp11*), *Mmp23* and *Mmp28*, metalloproteinase 33 (*Adam 33*), metallopeptidase 14 (*Adamts 14*), *Adamts4*, and *Adamts10* (Fig. 1*C*). Cartilage‐specific genes such as collagen type II alpha 1 chain (*Col2a1*) were also affected by T1DM (Fig. 1*C*). 

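Col2a1 lies on chromosome 15 from 97975602 to 98004695 and encodes the main collagen of cartilage. Its normalized count (CPM) was 369 ± 64.4 (SD, n = 4) in control joints and 587 ± 187 (SD, n = 4) in T1DM joints, a log2 fold change of 0.63 (standard error 0.20, adjusted p = 0.024 from limma with Benjamini-Hochberg adjustment). The values of the 2 groups overlapped (exact permutation test, two-sided p = 0.086). Col2a1 was called in 4 of the 8 fits that left out 1 joint, with log2 fold changes from 0.44 to 0.82. With the replicate block its adjusted p was 0.0091 (limma, Benjamini-Hochberg). With GC content (62.2% in its transcript) and length corrected, the log2 fold change was 0.34 (adjusted p = 0.25, limma with Benjamini-Hochberg adjustment). A list of 22 cartilage genes, of which 18 were tested, had a mean log2 fold change of 0.23, with 13 genes higher and 5 lower. This shift was not past the threshold (adjusted p = 0.11 from limma's camera test with Benjamini-Hochberg adjustment over 21 gene lists, 0.042 with the replicate block), nor were the mean scores of the joints separated (exact permutation test, two-sided p = 0.29, 0.30 after Benjamini-Hochberg adjustment).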

Consistent with this gene expression data, immunohistochemical (IHC) staining confirmed higher protein levels of MMP11 and MMP28 in the articular cartilage of T1DM mice compared with controls (Fig. 1*E*), suggesting that these enzymes may be responsible for the emerging OA phenotype observed in the T1DM group. Other significantly upregulated genes of interest included extracellular matrix and skeletal development–associated genes (Supplemental Fig. S2). 

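Of the 54 genes shown in Supplemental Fig. S2A, 51 were tested, and all 51 of these were higher in T1DM joints. The paper chose these genes from its own results on the same joints, so their direction and calls are not independent support. With limma and Benjamini-Hochberg adjustment, 48 passed both thresholds. The log2 fold changes of the 51 tested genes lay between 0.49 and 1.26, with a median of 0.67. After the trend on GC content and transcript length was removed, 51 were still higher and 17 still called, with a median log2 fold change of 0.43. A separate list of 30 extracellular matrix genes had a mean log2 fold change of 0.23, with 22 genes higher and 8 lower (adjusted p = 0.0040 from limma's camera test with Benjamini-Hochberg adjustment over 21 gene lists, 0.0031 with the replicate block and 0.014 with GC content and length corrected). The mean score of this list was -0.11 ± 0.0588 (SD, n = 4) in control and 0.11 ± 0.124 (SD, n = 4) in T1DM joints, on the log2 scale around the mean of all joints. The scores did not overlap (exact permutation test, two-sided p = 0.029, 0.060 after Benjamini-Hochberg adjustment over the lists).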

We and others have also previously shown that STZ‐induced T1DM decreases bone mineral density in mice;^2^, ^26^, ^27^^)^ in support of this phenotype, we also found elevated expression levels of several bone remodeling markers, including *Bglap*, *Acp5*, *Cstk*, *Oscar*, and *Pth1r*, in the T1DM group (Supplemental Fig. S2). 

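Acp5, on chromosome 9 from 22126727 to 22135711, encodes the tartrate-resistant acid phosphatase of osteoclasts. Its normalized count (CPM) was 230.4 ± 42.3 (SD, n = 4) in control joints and 443 ± 54.8 (SD, n = 4) in T1DM joints, a log2 fold change of 0.95 (standard error 0.13, adjusted p = 5.4e-04 from limma with Benjamini-Hochberg adjustment). Oscar, an osteoclast receptor on chromosome 7 from 3609813 to 3616157, had 3.36 ± 0.531 (SD, n = 4) in control joints and 6.35 ± 0.499 (SD, n = 4) in T1DM joints, a log2 fold change of 0.83 (standard error 0.13, adjusted p = 7.6e-04 from limma with Benjamini-Hochberg adjustment). The osteoclast protease Ctsk, on chromosome 3 from 95499256 to 95509362, had 179 ± 23.8 (SD, n = 4) in control joints and 287 ± 59.8 (SD, n = 4) in T1DM joints, a log2 fold change of 0.67 (standard error 0.13, adjusted p = 0.0029 from limma with Benjamini-Hochberg adjustment). Pth1r, the parathyroid hormone receptor on chromosome 9 from 110722085 to 110747145, had 33.6 ± 2.81 (SD, n = 4) in control joints and 51.4 ± 7.82 (SD, n = 4) in T1DM joints, a log2 fold change of 0.60 (standard error 0.11, adjusted p = 0.0016 from limma with Benjamini-Hochberg adjustment). Bglap itself is not analysed here. Its near-identical neighbor Bglap2, whose reads the counting could not fully tell from those of its paralogs and which is therefore uncertain, had 264 ± 49.4 (SD, n = 4) in control joints and 420.0 ± 43.5 (SD, n = 4) in T1DM joints, a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.0024 from limma with Benjamini-Hochberg adjustment). In all 5 genes the T1DM joints lay above the control joints (exact permutation test, two-sided p = 0.029 for each), and each call held in all 8 fits that left out 1 joint. With the replicate block, the adjusted p lay between 0.0014 and 0.0050 (limma, Benjamini-Hochberg). After the trend on GC content and length was removed, Acp5, Ctsk and Oscar were still called, with log2 fold changes of 0.76, 0.70 and 0.83, whereas Bglap2 and Pth1r fell to 0.38 and 0.31 and were not. Exons of Acp5 and Pth1r overlap exons of opposite-strand genes (6530413G14Rik and Myl3). The osteoclast list (15 genes tested) had a mean log2 fold change of 0.48 and the osteoblast list (15 genes tested) of 0.34, with adjusted p of 4.5e-04 and 0.0058 from limma's camera test with Benjamini-Hochberg adjustment, and of 2.3e-04 and 0.0050 with the replicate block. The joint scores were separated for the osteoclast list and not for the osteoblast list (exact permutation tests, two-sided p = 0.029 and 0.057, 0.060 and 0.10 after Benjamini-Hochberg adjustment over the lists). With each joint's mean score of a skeletal muscle list as a covariate, the shifts were 0.37 and 0.24. The adjusted p were then 0.0088 and 0.094 (limma's camera test, Benjamini-Hochberg). A different share of marrow or bone RNA in the T1DM joints was not excluded for either list or for the 5 genes.

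**Figure D3:**
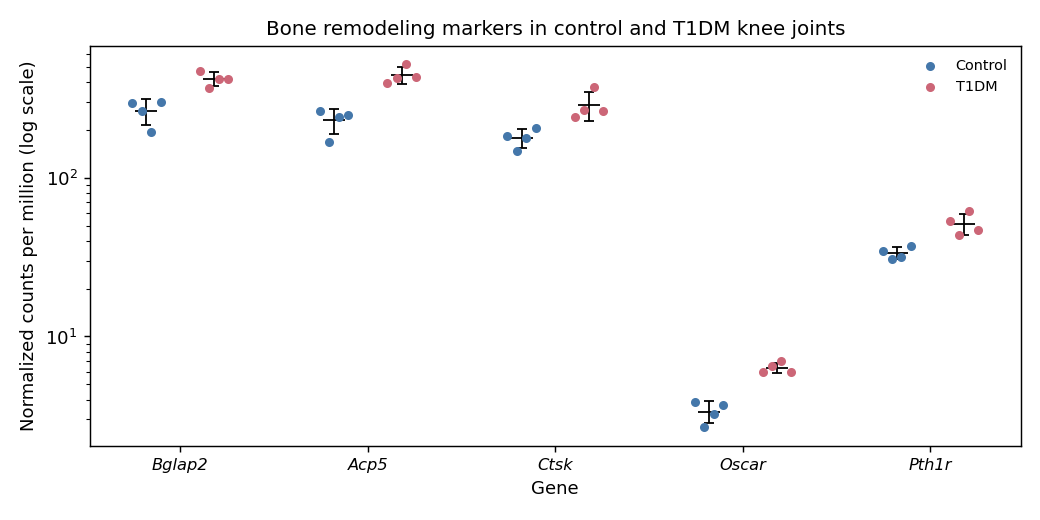
Normalized counts (CPM) (log scale, y axis) of bone remodeling markers (x axis) in each joint. Points are joints, horizontal ticks group means and bars 1 SD. The mean of Acp5 was 230.4 in control and 443 in T1DM joints, and the groups did not overlap for any of the 5 genes.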

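All 52 genes shown in Supplemental Fig. S2B were tested and all 52 were lower in T1DM joints, with log2 fold changes between -2.88 and -0.47 and a median of -0.73. These genes, too, were chosen by the paper from the same joints, so their direction and calls are not independent support. With limma and Benjamini-Hochberg adjustment, 51 passed both thresholds. After correction for GC content and transcript length, 52 were still lower and 28 were called, with a median of -0.53. A separate list of 31 skeletal muscle contraction genes had a mean log2 fold change of -0.19, with 25 genes lower and 6 higher. The shift was past the threshold in limma's camera test with Benjamini-Hochberg adjustment (adjusted p = 0.0085, 0.015 with the replicate block and 7.8e-06 with GC content and length corrected), but not after quantile normalization (adjusted p = 0.16) or in 2 of the 8 fits that left out 1 joint. The mean score of this list was 0.093 ± 0.103 (SD, n = 4) in control joints and -0.093 ± 0.193 (SD, n = 4) in T1DM joints, and the 2 groups overlapped (exact permutation test, two-sided p = 0.14, 0.18 after Benjamini-Hochberg adjustment).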

Significantly downregulated genes were enriched in several functional categories, including markers of bone mineral content and skeletal muscle tissue development and morphology (Supplemental Fig. S2). We also observed downregulation of several genes associated with insulin signaling such as *Gck*, *Pck1*, *Igf*, and *Ppargc1a*, as well as *Lpl*, a regulator of lipid metabolism and leptin (*Lep*) (Fig. 1*D*).^(^ ^28^, ^29^, ^30^, ^31^, ^32^ ^)^

An ontology analysis identified type I interferon signaling pathway (GO:0060337), extracellular matrix organization (GO:0030198), response to cytokine (GO:0034097), and osteoclast differentiation (GO:0030316) as some of the key biological processes associated with upregulated genes while response to insulin (GO:0032868), regulation of lipid biosynthetic process (GO:0046890), and response to leptin (GO:0044321) were identified as enriched biological processes associated with downregulated genes (Supplemental Tables S3–S4).

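Membership of the ontology terms was not used here. Lists of well-known genes of some of these processes, chosen from general knowledge, were tested instead. In the type I interferon list, all 27 tested genes were higher in T1DM joints and 18 passed both thresholds. The mean log2 fold change was 0.61 (adjusted p = 3.8e-10 from limma's camera test with Benjamini-Hochberg adjustment, 1.9e-11 with the replicate block), and 0.61 after correction for GC content and length. The joint scores did not overlap (exact permutation test, two-sided p = 0.029, 0.060 after adjustment over the lists). The insulin response list had a mean log2 fold change of -0.22, with 12 genes lower and 7 higher. Its adjusted p was 0.062 (limma's camera test, Benjamini-Hochberg), 0.047 with the replicate block and 0.014 with GC content and length corrected, over a range of 0.0054 to 0.10 across the alternatives, the fits without 1 joint included. With each joint's mean score of the skeletal muscle list as a covariate, chosen after the results were seen, the shift was -0.19. Its adjusted p was then 0.13 (limma's camera test, Benjamini-Hochberg), so less muscle RNA in the T1DM joints was not excluded. The joint scores did not overlap (exact permutation test, two-sided p = 0.029, 0.060 after the same adjustment). All 12 genes of Fig. 1D were lower in T1DM joints and past both thresholds. The paper had chosen them from the same joints, so this is not independent support. Pck1, on chromosome 2 from 173153048 to 173159273, had a normalized count (CPM) of 25.0 ± 5.73 (SD, n = 4) in control joints and 13.4 ± 3.03 (SD, n = 4) in T1DM joints, a log2 fold change of -0.87 (standard error 0.18, adjusted p = 0.0032 from limma with Benjamini-Hochberg adjustment). Igf1, on chromosome 10 from 87858265 to 87937042, had 38.0 ± 7.66 (SD, n = 4) in control joints and 22.5 ± 0.977 (SD, n = 4) in T1DM joints, a log2 fold change of -0.72 (standard error 0.12, adjusted p = 0.0014 from limma with Benjamini-Hochberg adjustment). Ppargc1a, on chromosome 5 from 51454250 to 51567726, had 39.5 ± 7.31 (SD, n = 4) in control joints and 20.9 ± 1.35 (SD, n = 4) in T1DM joints, a log2 fold change of -0.89 (standard error 0.12, adjusted p = 4.2e-04 from limma with Benjamini-Hochberg adjustment). With the replicate block, the adjusted p of these 3 genes lay between 0.0011 and 0.0032 (limma, Benjamini-Hochberg). The log2 fold changes of Ppp1cb, Ppp1r3a, Prkaa2, Ppp1r3c and Hk2 lay between -1.07 and -0.73. After the trend on GC content and length was removed, 8 of the 12 genes were called. Pck1 and Ppargc1a were among these with log2 fold changes of -0.98 and -0.58. Igf1, at -0.24, Ppp1cb and Prkaa2 were not.

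**Figure D4:**
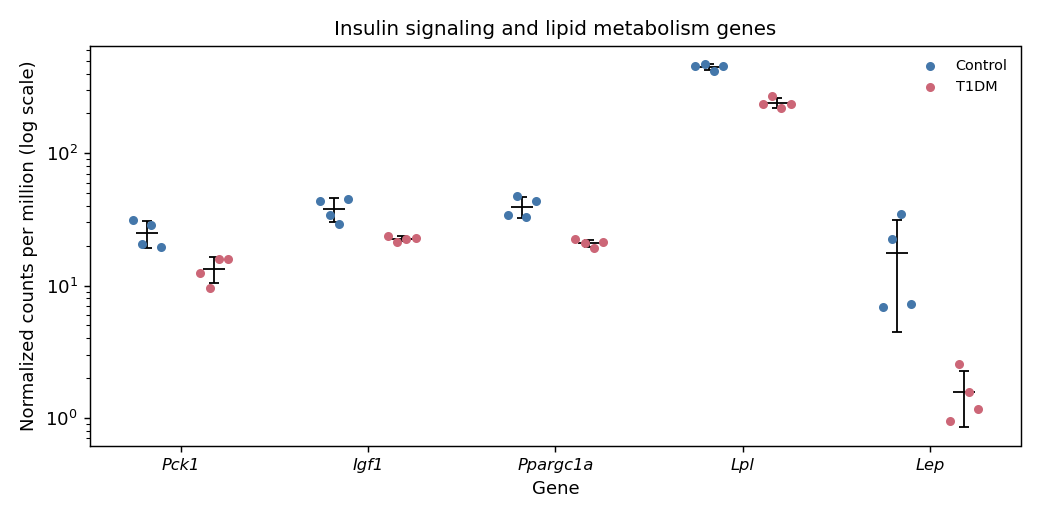
Normalized counts (CPM) (log scale, y axis) of genes of insulin signaling and lipid metabolism (x axis). Points are joints, horizontal ticks group means and bars 1 SD. Every T1DM joint lay below every control joint for each gene, and the mean of Ppargc1a was 20.9 in T1DM against 39.5 in control joints.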

### 3.2 Injury‐induced knee joint degeneration is blunted in T1DM mice

Using a noninvasive tibial compression (TC) injury model in mice previously shown to reproducibly cause PTOA by 6 weeks post‐injury^(^ ^17^, ^33^ ^)^ we injured 10‐week‐old T1DM and C57BL/6J control mice, as previously described^(^ ^17^, ^18^, ^33^ ^)^ (Fig. 2*A*). Six weeks post‐injury, joints were harvested and PTOA phenotypes were examined by histology and μCT. Consistent with previous results,^(^ ^17^, ^18^, ^33^ ^)^ injured control mice displayed severe cartilage degradation with significant loss of Safranin O staining, and most of the medial femoral condyle was lacking the articular cartilage layer (Fig. 2*B*). In sharp contrast, injured T1DM mice more closely resembled the uninjured T1DM controls. Cartilage thickness was preserved, and while some proteoglycan staining loss was observed in the deep layer, the superficial layer was unchanged, suggesting a significantly slower progression to PTOA in the T1DM mice (Fig. 2*B*). Quantification of OA severity using the OARSI grading scale system showed significantly higher cartilage score in the injured control group than in the injured T1DM group (Fig. 2*B*; *p* < 0.05). Subchondral trabecular bone mass and osteophyte volume was also quantified by μCT. Consistent with prior reports that T1DM promotes bone loss,^(^ ^2^, ^26^ ^)^ uninjured T1DM mice had significantly less BV/TV and less trabecular thickness compared with the control mice. Although joint injury also significantly affected bone mass in the control mice, trabecular bone mass was not affected in the T1DM group relative to the controls. No additional significant bone loss was observed in the subchondral bone of injured T1DM mice when compared with uninjured T1DM or injured control mice (Table 1). T1DM mice were also protected from osteophyte formation in response to injury, where significantly less ectopic bone was quantified around the injured joints of the T1DM group (Fig. 2*C*). These results suggest a slower progression of PTOA in T1DM mice.

**Fig. 2:**
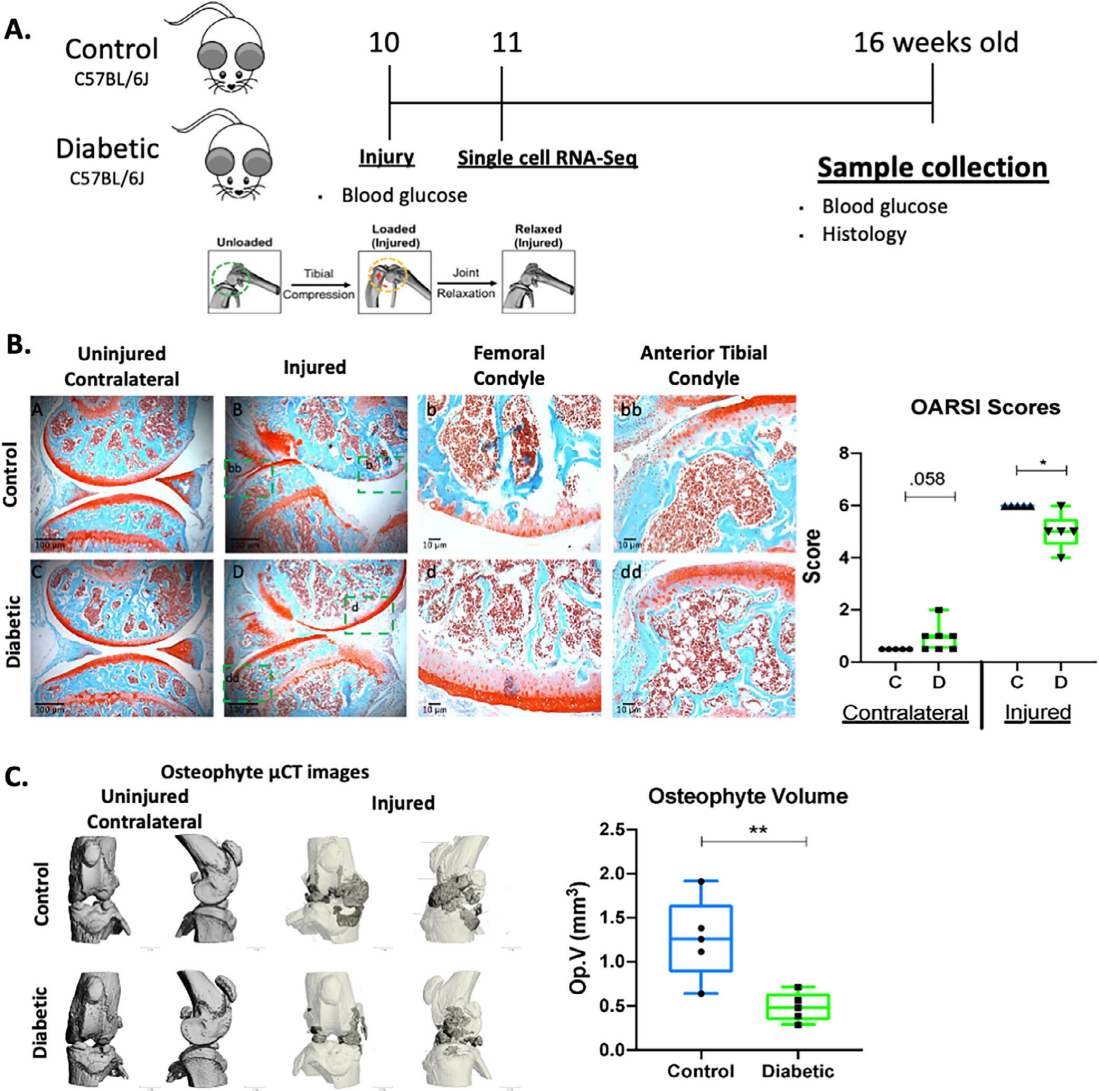
Preexisting type 1 diabetes mellitus prevents posttraumatic osteoarthritis in C57BL/6J male mice. (*A*) Schematic representation of the experimental design. (*B*) Histological evaluation of uninjured and injured control and diabetic mice at 6 weeks post‐injury using Safranin O (red = cartilage) and Fast Green (green = surrounding tissue) (5× and 20× magnification; scale bars = 100 and 10 μm). PTOA severity was quantified using the Osteoarthritis Research Society International (OARSI) scoring system. (*C*) Osteophyte imaging using μCT and osteophyte volume at 6 weeks post‐injury. Bar graph values are average ± standard error; *n* = 5 per group. Statistical analysis performed by *t* test. *p < 0.05; **p < 0.001.

**Table 1:** Femoral Subchondral Bone Parameters in Control and Diabetic Uninjured and Injured Mice

Femoral subchondral bone parameters				
	Uninjured		Injured	
	Control (*n* = 5)	Diabetic (*n* = 5)	Control (*n* = 5)	Diabetic (*n* = 5)
Parameter				
BV/TV %	37.79 ± 0.83	30.84 ± 2.11*	30.26 ± 0.64*	27.41 ± 1.35
Tb.Th (mm)	0.063 ± 0.001	0.054 ± 0.003*	0.058 ± 0.001*	0.049 ± 0.002
Tn.N (1/mm)	5.97 ± 0.06	5.75 ± 0.10	5.45 ± 0.08*	5.63 ± 0.11
Tb.Sp (mm)	0.16 ± 0.002	0.16 ± 0.004	0.17 ± 0.002*	0.16 ± 0.003

BV/TV = trabecular bone volume per total volume; Tb.Th = trabecular thickness; Tb.N = trabecular number; Tb.Sp = trabecular spacing.

* *p* < 0.05 compared with uninjured control.

### 3.3 scRNA‐Seq analysis identified more chondrocyte in the T1DM mouse knee joints

To determine the mechanism by which T1DM prevents cartilage degradation after injury, we performed single‐cell RNA sequencing (scRNA‐Seq) analysis of the knee joint at 7 days post‐injury. ScRNA‐Seq was conducted in viable, immune, and blood depleted cells isolated from uninjured and injured control and T1DM mice. A graph‐based clustering of the stroma cells using Seurat resulted in 9 cell clusters with distinct gene expression profiles (Figs. 3*A* and Supplemental S3). Cluster 0 showed high expression of the endothelial cell markers Pecam1 and VE‐Cadherin (*Cdh5*).^(^ ^34^ ^)^ Cluster 1 expressed high levels of well‐known osteoblast markers osteocalcin (*Bglap*) and *Col1a1* and was labeled osteoblast.^(^ ^35^ ^)^ Cluster 2 was labeled fibroblast based on enrichment of genes *Dcn* and *Clec3b*.^(^ ^34^ ^)^ Cluster 3 showed enrichment for *Acan* and *Col2a1* and was annotated chondrocytes.^(^ ^24^ ^)^ Cluster 4 showed high expression of proliferative markers *Mki67* and *Top2a* and was named proliferative cells.^(^ ^36^ ^)^ Cluster 5, named pericytes, showed high levels of *Myh11* and *Rgs5*.^(^ ^37^, ^38^ ^)^ Cluster 6 was named synovial intimal fibroblasts (SIFs) because of the expression of fibroblast markers lubricin (*Prg4*) and *Htra4*.^(^ ^39^ ^)^ Cluster 7 named perimysial cells expressed high levels of *Myod1* and *Chodl*.^(^ ^40^, ^41^ ^)^ Cluster 8 peripheral nervous system (PNS) cells showed high expression of *Mpz* and *Mbp*.^(^ ^42^ ^)^ Cluster 9 muscle cells expressed high levels of *Tnnc2* and *Myl1*.^(^ ^43^, ^44^ ^)^ We then extracted and reexamined in more detail cluster number 3, which expressed the chondrocyte markers *Acan* and *Col2a1* (Fig. 3 *A*, *B*).

**Fig. 3:**
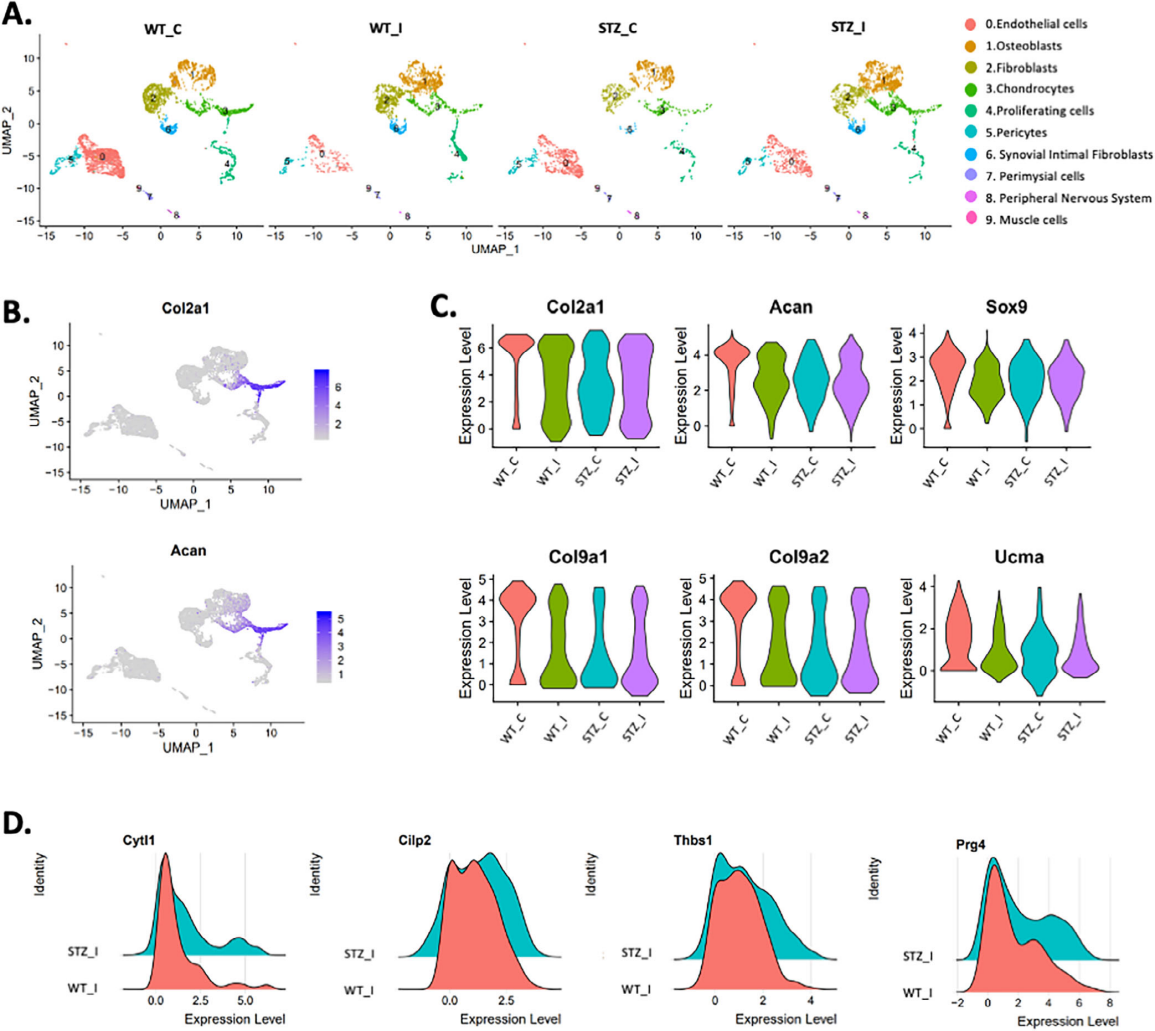
Single‐cell RNA‐Seq reveals more chondrocytes in the type 1 diabetic mellitus injured mice. (*A*) Cell clusters from scRNA‐Seq analysis visualized by uniform manifold approximation and projection (UMAP) plot. Colors indicate clusters of various cell types. (*B*) Feature plots showing the expression of the chondrocyte markers *Col2a1* and *Acan*; high expression (blue), low expression (gray). (*C*) Violin plot showing the expression of *Col2a1*, *Acan*, *Sox9*, *Col9a1*, *Col9a2*, and *Ucma*. (*D*) Ridge plots showing the expression of several genes between C57BL/6J control and STZ injured mice.

After injury, there was a significant reduction in *Col2a1*, *Sox9*, and *Acan* expression in both T1DM and C57BL/6J control groups (Fig. 3*C*). However, we also observed that T1DM injured mice had higher levels of *Col2a1* and *Acan* when compared with the injured C57BL/6J control group (Fig. 3*C*). In uninjured healthy chondrocytes, we observed higher expression of cartilage‐associated genes *Col9a1*, *Col9a2*, and *Ucma* compared with other groups (Fig. 3*C*). We also observed an increase in frequency of cells expressing several genes dysregulated in OA, such as *Cilp2*, *Prg4*, and *Thbs1* in the STZ injured groups when compared with C57BL/6J injured mice (Fig. 3*D*). Interestingly, the T1DM injured group had more *Cytl*‐expressing cells (Fig. 3*D*). In prior work, we have shown high expression of *Cytl1* in the mid layer of the articular cartilage and that this expression was reduced as a result of injury and aging.^(^ ^24^, ^33^ ^)^ Consistent with lower cartilage degradation in the injured T1MD mice, this group also showed significantly higher levels of type II collagen (Col2) protein expression when compared with injured control and with uninjured T1D controls (Fig. 4*A*). Furthermore, IHCs confirmed that T1DM injured joints preserved a significantly higher number of Cytl1‐positive cells (Fig. 4*B*). An increased number of *Col2a1‐*, *Acan‐*, and *Cytl1*‐expressing chondrocytes in the T1DM group therefore indicates slower OA progression in T1DM group.

**Fig. 4:**
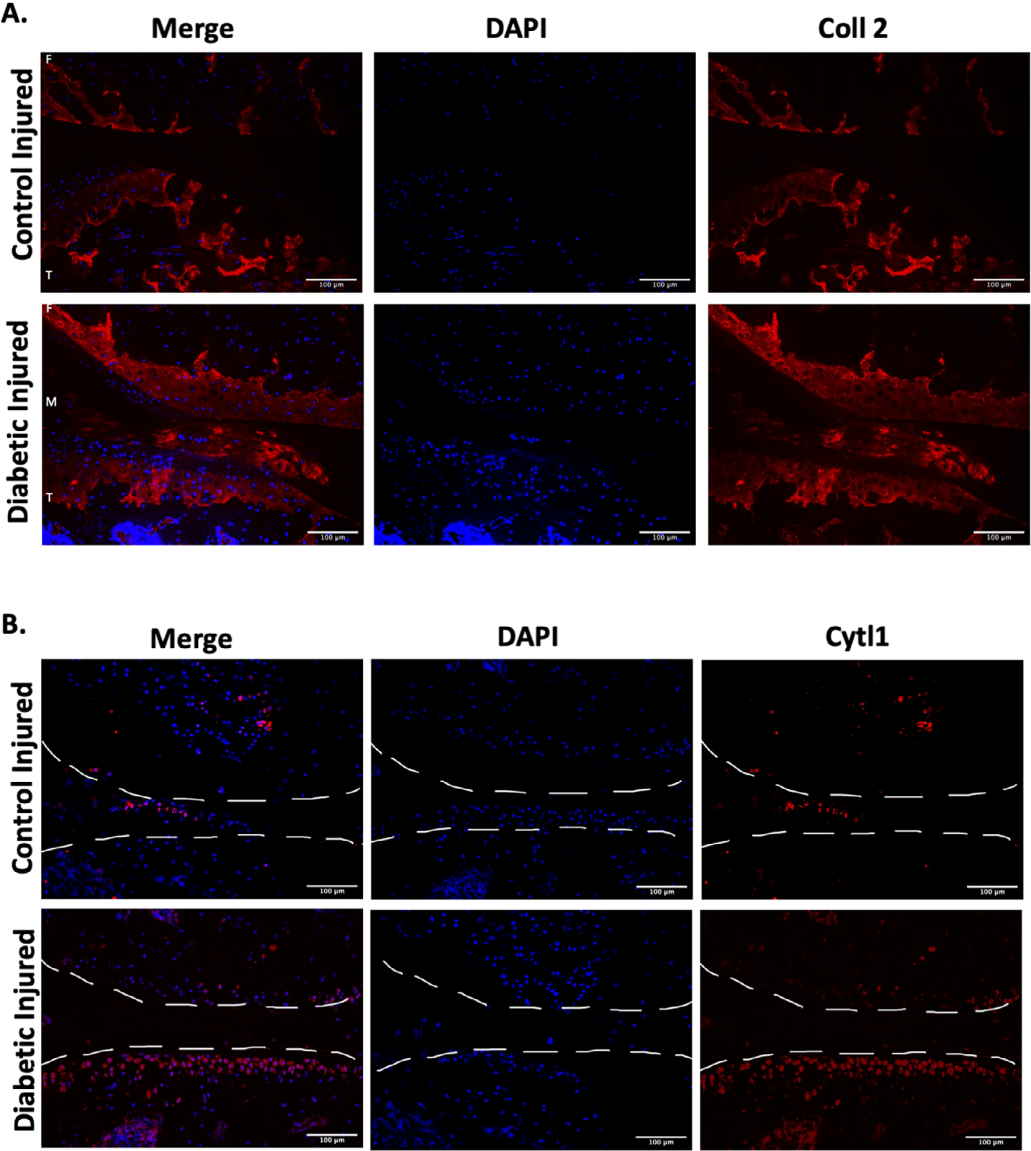
Type 1 diabetes injured mice express higher protein levels of chondrocyte markers. (*A*) Protein expression of collagen 2 (Coll 2). Blue = DAPI staining showing the nucleus; red = staining showing Coll 2 (20× magnification; scale bar = 100 μm). (*B*) Protein expression of cytokine like 1 (Cytl1). Blue = DAPI staining showing the nucleus; red = staining showing Cytl1 (20× magnification; scale bar = 100 μm).

## 4 Discussion

Diabetes and OA are two conditions that can significantly impact a patient's quality of life. As the life expectancy of the elderly population increases, the coexistence of OA and diabetes becomes more prevalent. In addition, >70% of people over the age of 65 have evidence of radiological knee OA. During the last decade, several studies have investigated the relationship between diabetes and OA; however, the results have been inconsistent and even contradictory. In the present study, we show, unexpectedly, that systemic preexisting T1DM while slightly elevating the risk for primary OA development also confers a protective effect against trauma‐induced osteoarthritis. T1DM slows the joint degeneration initiated by anterior cruciate ligament (ACL) rupture, slowing down cartilage degeneration, subchondral bone loss, and osteophyte formation.

Several studies in humans have addressed whether diabetes can be considered a risk factor for OA. However, studies in humans are complex and care should be taken when interpreting the results. In addition, OA and diabetes share several additional common risk factors, such as obesity and aging, which may further skew data analysis and the interpretation of the results.^(^ ^45^ ^)^ Our histological analysis in 16‐week‐old male mice showed a mild OA phenotype in the T1DM diabetic group when compared with the control group, suggesting an effect of T1DM on spontaneous (idiopathic). Our findings corroborate several studies in mice in which loss of chondrocytes and cartilage tissue in the joints of diabetic animals were reported.^(^ ^14^, ^15^, ^46^, ^47^ ^)^ However, the severity of OA in our study was much less preeminent than in other studies. This difference in OA severity and responses in the T1DM animals may be explained by several factors such as the use of different animal strains, the age of the animal, the duration of the experiment, type of diabetic model used, and the type of histological assessment of OA. One of the strengths of our study is that we used the STZ‐induced diabetic animal model, which does not promote a gain in body weight, completely separating the effect of body weight mass versus the effect of T1DM on OA. An additional strength of our study is the use of a noninvasive injury model, which eliminates the variability and robust inflammatory response produced by invasive surgical methods used to sever ligaments in the joint.

By bulk RNA‐Seq, we identified several OA‐related genes such as *Mmp11*, *Mmp23*, *Mmp28*, *Adam33*, *Adamts4*, and *Adamts14* that may be responsible for the emerging OA phenotype observed in the T1DM group. However, one of the limitations of doing bulk RNA‐Seq is the inability to tease out the contribution of individual cell type/subtype‐specific gene expressions changes. Therefore, it is possible that our bulk gene expression data are not only from the articular tissue but include some cells from adjacent tissues such as the subchondral bone, bone marrow, muscle, and synovium. 

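As gene lists, the enzyme families shifted little. The 15 tested matrix metallopeptidase genes had a mean log2 fold change of 0.18, with 11 higher and 4 lower (adjusted p = 0.063 from limma's camera test with Benjamini-Hochberg adjustment, 0.042 with the replicate block, 0.032 with GC content and length corrected). The 15 tested genes of the aggrecanase and ADAMTS list had a mean of 0.11, with 10 higher and 5 lower (adjusted p = 0.26, 0.23 with the block, camera with Benjamini-Hochberg adjustment). Neither list separated the joints (exact permutation tests, two-sided p = 0.11 and 0.057, 0.15 and 0.10 after Benjamini-Hochberg adjustment). The paper proposes that single enzymes of these families may be responsible for the emerging OA phenotype, for MMP11 and MMP28 also from protein staining, which was not examined here, and it names the mixture of tissues in bulk RNA as a limitation.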

To overcome this challenge, we examined tissue‐specific expression of genes using single‐cell RNA‐Seq for the second part of this project.

Despite findings that T1DM promotes mild spontaneous OA, our data also unexpectantly showed that preexisting T1DM blunts the development of PTOA after noninvasive ACL rupture. Although we identified a significant reduction in *Col2a1*, *Sox9*, and *Acan* expression in both T1DM and C57BL/6J control injured groups, the T1DM injured joints displayed a significant increase in the number of *Col2a1‐*, *Sox9‐*, and *Acan 1*‐expressing chondrocytes when compared with the injured control joints at 7 days post‐injury. We chose to perform our scRNA‐Seq analysis at 7 days post‐injury because previous data from our lab have determined the most differentially expressed genes occur at this specific time point.^(^ ^48^ ^)^ *Col2a1*, *Sox9*, and *Acan* are all well‐known key regulators of cartilage development and homeostasis.^(^ ^49^, ^50^, ^51^ ^)^ In addition, our lab has also shown a reduction in the expression of these genes in aging mice that have PTOA.^(^ ^33^ ^)^ *Cytl1*, a gene that has recently been shown to be involved in chondrocyte and cartilage development, was also highly expressed in the T1DM injured mice.^(^ ^24^, ^33^, ^52^, ^53^ ^)^ *Cytl1* expression is also downregulated in injured and 62‐week‐old mice^(^ ^33^ ^)^ and *Cytl1* knock‐out mice are more sensitive to OA than wild‐type mice.^(^ ^52^ ^)^ Consistent with our single‐cell RNA‐Seq data, immunohistochemical analysis showed that Cytl1 expression is blunted in the T1DM injured group and reduced in the injured control group. Elevated expression of *Cytl1‐*expressing chondrocytes in the T1DM injured mice suggest a potential role of these cells in the prevention of PTOA development by T1DM. The injured T1DM mice also exhibited less osteophyte formation than the C57BL/6J control injured group, and there is a possibility that osteophyte formation positively correlates with disease severity, and hence there are some synergistic effects. However, in prior work, we did find exceptions to this observation; for example, STR/ort strain of mice, which are genetically susceptible to OA and develop spontaneous OA, upon injury, developed less osteophytes than injured C57BL/6J control injured groups.^(^ ^33^ ^)^ Similarly, C57BL/6J injured joints from mice treated with LPS, while exhibiting a more severe PTOA phenotype than the saline‐treated C57BL/6J injured group, also had less osteophyte formation than the group without LPS.^(^ ^54^ ^)^ These examples suggest that cartilage‐osteophyte interactions are more complex and may involve several cell types and multiple modeling and remodeling steps to achieve the observable phenotypes.

When animals were euthanized, we also observed less subcutaneous white adipose tissue (WTA) and our bulk RNA‐Seq also show lower expression of *Lpl*, a regulator of lipid metabolism and leptin (*Lep*) in the T1DM uninjured mice. 

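In the uninjured joints at 16 weeks, Lpl, the lipoprotein lipase gene on chromosome 8 from 68880491 to 68907448, had a normalized count (CPM) of 449 ± 22.7 (SD, n = 4) in control joints and 240.3 ± 21.2 (SD, n = 4) in T1DM joints, a log2 fold change of -0.90 (standard error 0.081, adjusted p = 2.0e-04 from limma with Benjamini-Hochberg adjustment). Lep, the leptin gene on chromosome 6 from 29060220 to 29073877, had 6.88, 22.3, 34.5 and 7.20 in control joints 1 to 4 and 0.939, 2.56, 1.57 and 1.17 in T1DM joints 1 to 4. Its log2 fold change was -2.88 (standard error 0.44, adjusted p = 7.2e-04 from limma with Benjamini-Hochberg adjustment), and it ranged from -3.21 to -2.46 over the 8 fits that left out 1 joint. For both genes the groups did not overlap (exact permutation test, two-sided p = 0.029). With the replicate block, the adjusted p was 7.7e-04 for Lpl and 7.7e-04 for Lep (limma, Benjamini-Hochberg), and after correction for GC content and length both were still called, at log2 fold changes of -0.68 and -2.85. The white adipocyte list (18 genes tested) had a mean log2 fold change of -0.32, with 10 genes lower and 8 higher, and this was not past the threshold (adjusted p = 0.10 from limma's camera test with Benjamini-Hochberg adjustment, 0.051 with the block). With GC content and length corrected its adjusted p was 0.014, over a range of 0.0061 to 0.30 across the alternatives, the fits without 1 joint included.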

Our results are consistent with prior reports where rats treated with STZ showed a decrease in parametrial (PWAT) and retroperitoneal (RWAT) white adipose tissues.^(^ ^55^ ^)^ A different study also reported that T1DM‐induced rats showed marked reductions in fat mass and mean of fat cell diameter at all subcutaneous (SC), proximal epididymal (PE), distal epididymal (DE), perirenal (PR), and retroperitoneal (RP) fat depots.^(^ ^56^ ^)^ Parting from the findings that less adipose tissue can prevent OA^(^ ^57^ ^)^ we would have expected less OA in the T1DM animals; however, our data show more OA in T1DM mice, suggesting no correlation between fat and OA development in our model.

In conclusion, our study is the first to describe molecular changes at single‐cell resolution in the knee joint of T1DM animals in context of OA and PTOA. We also investigated gene expression at the single‐cell level, and we have shown the individual cell type/subtype that might be involved in slowing PTOA progression in the T1DM joint environment. Although we found that T1DM promotes mild OA and prevents PTOA, it remains to be elucidated whether T2DM can also have similar effects. Human studies looking at the role of DM on OA have yielded inconsistent and conflicting results with some showing a significant role for DM in promoting OA, while others finding no significant interactions between these two conditions. Interestingly, in our study, we found that T1DM can promote primary OA, while preventing or slowing down secondary OA, suggesting that different mechanisms are at play by which primary and secondary OA develop. Furthermore, to our knowledge, no study to date has addressed the effects of T1DM on PTOA in humans; this is a knowledge gap that we hope will be examined by future clinical work. Our study highlights the importance of studying T1DM in the context of both OA and PTOA and suggests that while T1DM may increase susceptibility to degenerative OA, upon injury, the PTOA disease progression is blunted in the diabetic environment.

## Disclosures

All authors state that they have no conflicts of interest.

## Author Contributions

**Naiomy D Rios‐Arce:** Conceptualization; data curation; formal analysis; investigation; methodology; validation; visualization; writing – original draft. **Deepa K Murugesh:** Data curation; investigation; methodology; writing – review and editing. **Nicholas R Hum:** Data curation; investigation; writing – review and editing. **Aimy Sebastian:** Data curation; formal analysis; visualization; writing – review and editing. **Elias H Jbeily:** Data curation. **Blaine A Christiansen:** Data curation; funding acquisition; project administration; resources; writing – review and editing. **Gabriela G Loots:** Conceptualization; formal analysis; funding acquisition; methodology; project administration; resources; supervision; visualization; writing – original draft.

5

### Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/jbm4.10625.

## Supporting information

**Appendix S1**. Supplemental Information Click here for additional data file.

## References

[1] Xu G , Liu B , Sun Y , et al. Prevalence of diagnosed type 1 and type 2 diabetes among US adults in 2016 and 2017: population based study. BMJ. 2018;362:k1497.3018116610.1136/bmj.k1497PMC6122253

[2] Rios‐Arce ND , Dagenais A , Feenstra D , et al. Loss of interleukin‐10 exacerbates early Type‐1 diabetes‐induced bone loss. J Cell Physiol. 2020;235(3):2350‐2365.3153834510.1002/jcp.29141PMC6899206

[3] Louati K , Vidal C , Berenbaum F , Sellam J . Association between diabetes mellitus and osteoarthritis: systematic literature review and meta‐analysis. RMD Open. 2015;1(1):e000077.2653513710.1136/rmdopen-2015-000077PMC4613158

[4] Williams MF , London DA , Husni EM , Navaneethan S , Kashyap SR . Type 2 diabetes and osteoarthritis: a systematic review and meta‐analysis. J Diabetes Complications. 2016;30(5):944‐950.2711438710.1016/j.jdiacomp.2016.02.016

[5] Leung YY , Allen JC , Ang LW , Yuan JM , Koh WP . Diabetes mellitus and the risk of total knee replacement among Chinese in Singapore, the Singapore Chinese Health Study. Sci Rep. 2017;7:40671.2808447210.1038/srep40671PMC5233971

[6] Nielen JTH , Emans PJ , van den Bemt B , et al. Association of type 2 diabetes mellitus with self‐reported knee pain and clinical knee osteoarthritis: the Maastricht study. Diabetes Metab. 2018;44(3):296‐299.2942235910.1016/j.diabet.2018.01.013

[7] Dawson LP , Fairley JL , Papandony MC , Hussain SM , Cicuttini FM , Wluka AE . Is abnormal glucose tolerance or diabetes a risk factor for knee, hip, or hand osteoarthritis? A systematic review. Semin Arthritis Rheum. 2018;48(2):176‐189.2955011010.1016/j.semarthrit.2018.02.008

[8] Zhang Y , Jordan JM . Epidemiology of osteoarthritis. Clin Geriatr Med. 2010;26(3):355‐369.2069915910.1016/j.cger.2010.03.001PMC2920533

[9] Chen D , Shen J , Zhao W , et al. Osteoarthritis: toward a comprehensive understanding of pathological mechanism. Bone Res. 2017;5:16044.2814965510.1038/boneres.2016.44PMC5240031

[10] Lohmander LS , Englund PM , Dahl LL , Roos EM . The long‐term consequence of anterior cruciate ligament and meniscus injuries: osteoarthritis. Am J Sports Med. 2007;35(10):1756‐1769.1776160510.1177/0363546507307396

[11] Khor A , Ma CA , Hong C , Hui LL , Leung YY . Diabetes mellitus is not a risk factor for osteoarthritis. RMD Open. 2020;6(1):e001030.3206007310.1136/rmdopen-2019-001030PMC7046958

[12] Neumann J , Hofmann FC , Heilmeier U , et al. Type 2 diabetes patients have accelerated cartilage matrix degeneration compared to diabetes free controls: data from the osteoarthritis initiative. Osteoarthr Cartil. 2018;26(6):751‐761.10.1016/j.joca.2018.03.010PMC596243729605381

[13] Telzrow RW , Snyder DM , Tronick E , Als H , Brazelton TB . The behavior of jaundiced infants undergoing phototherapy. Dev Med Child Neurol. 1980;22(3):317‐326.739002910.1111/j.1469-8749.1980.tb03711.x

[14] Chen YJ , Chan DC , Lan KC , et al. PPARgamma is involved in the hyperglycemia‐induced inflammatory responses and collagen degradation in human chondrocytes and diabetic mouse cartilages. J Orthop Res. 2015;33(3):373‐381.2541061810.1002/jor.22770

[15] Dubey NK , Wei HJ , Yu SH , et al. Adipose‐derived stem cells attenuates diabetic osteoarthritis via inhibition of glycation‐mediated inflammatory Cascade. Aging Dis. 2019;10(3):483‐496.3116499410.14336/AD.2018.0616PMC6538220

[16] Graham ML , Janecek JL , Kittredge JA , Hering BJ , Schuurman HJ . The streptozotocin‐induced diabetic nude mouse model: differences between animals from different sources. Comp Med. 2011;61(4):356‐360.22330251PMC3155402

[17] Chang JC , Sebastian A , Murugesh DK , et al. Global molecular changes in a tibial compression induced ACL rupture model of post‐traumatic osteoarthritis. J Orthop Res. 2017;35(3):474‐485.2708824210.1002/jor.23263PMC5363336

[18] Christiansen BA , Guilak F , Lockwood KA , et al. Non‐invasive mouse models of post‐traumatic osteoarthritis. Osteoarthr Cartil. 2015;23(10):1627‐1638.10.1016/j.joca.2015.05.009PMC457746026003950

[19] Goel PN , Egol AJ , Moharrer Y , Brandfield‐Harvey B , Ahn J , Ashley JW . Notch signaling inhibition protects against LPS mediated osteolysis. Biochem Biophys Res Commun. 2019;515(4):538‐543.3117648610.1016/j.bbrc.2019.05.166PMC7228139

[20] Glasson SS , Chambers MG , Van Den Berg WB , Little CB . The OARSI histopathology initiative—recommendations for histological assessments of osteoarthritis in the mouse. Osteoarthr Cartil. 2010;18(Suppl 3):S17‐S23.10.1016/j.joca.2010.05.02520864019

[21] Dobin A , Davis CA , Schlesinger F , et al. STAR: ultrafast universal RNA‐seq aligner. Bioinformatics. 2013;29(1):15‐21.2310488610.1093/bioinformatics/bts635PMC3530905

[22] Robinson MD , McCarthy DJ , Smyth GK . edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139‐140.1991030810.1093/bioinformatics/btp616PMC2796818

[23] Kuleshov MV , Jones MR , Rouillard AD , et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucl Acids Res. 2016;44(W1):W90‐W97.2714196110.1093/nar/gkw377PMC4987924

[24] Sebastian A , McCool JL , Hum NR , et al. Single‐cell RNA‐Seq reveals transcriptomic heterogeneity and post‐traumatic osteoarthritis‐associated early molecular changes in mouse articular chondrocytes. Cells. 2021;10(6):1462.3420088010.3390/cells10061462PMC8230441

[25] Stuart T , Butler A , Hoffman P , et al. Comprehensive integration of single‐cell data. Cell. 2019;177(7):1888‐1902.e21.3117811810.1016/j.cell.2019.05.031PMC6687398

[26] Motyl K , McCabe LR . Streptozotocin, type I diabetes severity and bone. Biol Proced Online. 2009;11:296‐315.1949591810.1007/s12575-009-9000-5PMC3055251

[27] Yee CS , Xie L , Hatsell S , et al. Sclerostin antibody treatment improves fracture outcomes in a type I diabetic mouse model. Bone. 2016;82:122‐134.2595296910.1016/j.bone.2015.04.048PMC4635060

[28] Matschinsky FM , Wilson DF . The central role of glucokinase in glucose homeostasis: a perspective 50 years after demonstrating the presence of the enzyme in islets of Langerhans. Front Physiol. 2019;10:148.3094905810.3389/fphys.2019.00148PMC6435959

[29] Millward CA , Desantis D , Hsieh CW , et al. Phosphoenolpyruvate carboxykinase (Pck1) helps regulate the triglyceride/fatty acid cycle and development of insulin resistance in mice. J Lipid Res. 2010;51(6):1452‐1463.2012455610.1194/jlr.M005363PMC3035508

[30] Zielinski R , Przytycki PF , Zheng J , Zhang D , Przytycka TM , Capala J . The crosstalk between EGF, IGF, and insulin cell signaling pathways—computational and experimental analysis. BMC Syst Biol. 2009;3:88.1973244610.1186/1752-0509-3-88PMC2751744

[31] Santos JL , Krause BJ , Cataldo LR , et al. PPARGC1A gene promoter methylation as a biomarker of insulin secretion and sensitivity in response to glucose challenges. Nutrients. 2020;12(9):2790.10.3390/nu12092790PMC755146332933059

[32] Hynes GR , Jones PJ . Leptin and its role in lipid metabolism. Curr Opin Lipidol. 2001;12(3):321‐327.1135333610.1097/00041433-200106000-00012

[33] Sebastian A , Murugesh DK , Mendez ME , et al. Global gene expression analysis identifies age‐related differences in knee joint transcriptome during the development of post‐traumatic osteoarthritis in mice. Int J Mol Sci. 2020;21(1):364.10.3390/ijms21010364PMC698213431935848

[34] Sebastian A , Hum NR , Martin KA , et al. Single‐cell transcriptomic analysis of tumor‐derived fibroblasts and normal tissue‐resident fibroblasts reveals fibroblast heterogeneity in breast cancer. Cancers (Basel). 2020;12(5):1307.10.3390/cancers12051307PMC728126632455670

[35] Tikhonova AN , Dolgalev I , Hu H , et al. The bone marrow microenvironment at single‐cell resolution. Nature. 2019;569(7755):222‐228.3097182410.1038/s41586-019-1104-8PMC6607432

[36] Scott RE , Ghule PN , Stein JL , Stein GS . Cell cycle gene expression networks discovered using systems biology: significance in carcinogenesis. J Cell Physiol. 2015;230(10):2533‐2542.2580836710.1002/jcp.24990PMC4481160

[37] Esteves CL , Donadeu FX . Pericytes and their potential in regenerative medicine across species. Cytometry A. 2018;93(1):50‐59.2894104610.1002/cyto.a.23243

[38] Shen J , Shrestha S , Yen YH , et al. The pericyte antigen RGS5 in perivascular soft tissue tumors. Hum Pathol. 2016;47(1):121‐131.2655869110.1016/j.humpath.2015.09.013PMC4861638

[39] Chou CH , Jain V , Gibson J , et al. Synovial cell cross‐talk with cartilage plays a major role in the pathogenesis of osteoarthritis. Sci Rep. 2020;10(1):10868.3261676110.1038/s41598-020-67730-yPMC7331607

[40] Han X , Feng J , Guo T , et al. Runx2‐Twist1 interaction coordinates cranial neural crest guidance of soft palate myogenesis. Elife. 2021;10:e62387.3348208010.7554/eLife.62387PMC7826157

[41] Muhl L , Genove G , Leptidis S , et al. Single‐cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. Nat Commun. 2020;11(1):3953.3276997410.1038/s41467-020-17740-1PMC7414220

[42] Wolbert J , Li X , Heming M , et al. Redefining the heterogeneity of peripheral nerve cells in health and autoimmunity. Proc Natl Acad Sci U S A. 2020;117(17):9466‐9476.3229588610.1073/pnas.1912139117PMC7196786

[43] Li Y , Chen Y , Li J , et al. Molecular characterization, expression profile and polymorphisms of the porcine TNNC2 gene. Hereditas. 2008;145(6):274‐282.1920013910.1111/j.1601-5223.2008.02083.x

[44] Ling F , Fang W , Chen Y , et al. Identification of novel transcripts from the porcine MYL1 gene and initial characterization of its promoters. Mol Cell Biochem. 2010;343(1–2):239‐247.2056374310.1007/s11010-010-0519-1

[45] Leung YY , Allen JC Jr , Noviani M , et al. Association between body mass index and risk of total knee replacement, the Singapore Chinese Health Study. Osteoarthr Cartil. 2015;23(1):41‐47.10.1016/j.joca.2014.10.011PMC427540325450848

[46] Chan DC , Chiu CY , Lan KC , Weng TI , Yang RS , Liu SH . Transplantation of human skeletal muscle‐derived progenitor cells ameliorates knee osteoarthritis in streptozotocin‐induced diabetic mice. J Orthop Res. 2017;35(9):1886‐1893.2793510910.1002/jor.23503

[47] Ribeiro M , Lopez de Figueroa P , Nogueira‐Recalde U , et al. Diabetes‐accelerated experimental osteoarthritis is prevented by autophagy activation. Osteoarthr Cartil. 2016;24(12):2116‐2125.10.1016/j.joca.2016.06.01927390029

[48] Sebastian A , Chang JC , Mendez ME , et al. Comparative transcriptomics identifies novel genes and pathways involved in post‐traumatic osteoarthritis development and progression. Int J Mol Sci. 2018;19(9):2657.10.3390/ijms19092657PMC616388230205482

[49] Bi W , Deng JM , Zhang Z , Behringer RR , de Crombrugghe B . Sox9 is required for cartilage formation. Nat Genet. 1999;22(1):85‐89.1031986810.1038/8792

[50] Fassler R , Schnegelsberg PN , Dausman J , et al. Mice lacking alpha 1 (IX) collagen develop noninflammatory degenerative joint disease. Proc Natl Acad Sci U S A. 1994;91(11):5070‐5074.819718710.1073/pnas.91.11.5070PMC43933

[51] Arikawa‐Hirasawa E , Watanabe H , Takami H , Hassell JR , Yamada Y . Perlecan is essential for cartilage and cephalic development. Nat Genet. 1999;23(3):354‐358.1054595310.1038/15537

[52] Kim JS , Ryoo ZY , Chun JS . Cytokine‐like 1 (Cytl1) regulates the chondrogenesis of mesenchymal cells. J Biol Chem. 2007;282(40):29359‐29367.1764481410.1074/jbc.M700965200

[53] Jeon J , Oh H , Lee G , et al. Cytokine‐like 1 knock‐out mice (Cytl1−/−) show normal cartilage and bone development but exhibit augmented osteoarthritic cartilage destruction. J Biol Chem. 2011;286(31):27206‐27213.2165269510.1074/jbc.M111.218065PMC3149314

[54] Mendez ME , Sebastian A , Murugesh DK , et al. LPS‐induced inflammation prior to injury exacerbates the development of post‐traumatic osteoarthritis in mice. J Bone Miner Res. 2020;35(11):2229‐2241.3256440110.1002/jbmr.4117PMC7689775

[55] Geloen A , Roy PE , Bukowiecki LJ . Regression of white adipose tissue in diabetic rats. Am J Physiol. 1989;257(4 Pt 1):E547‐E553.280193610.1152/ajpendo.1989.257.4.E547

[56] Ghorbani A , Varedi M , Hadjzadeh MA , Omrani GH . Type‐1 diabetes induces depot‐specific alterations in adipocyte diameter and mass of adipose tissues in the rat. Exp Clin Endocrinol Diabetes. 2010;118(7):442‐448.2019856010.1055/s-0030-1247566

[57] Collins KH , Lenz KL , Pollitt EN , et al. Adipose tissue is a critical regulator of osteoarthritis. Proc Natl Acad Sci U S A. 2021;118(1):e202109611.10.1073/pnas.2021096118PMC781713033443201

# Supplementary material for: Preexisting Type 1 Diabetes Mellitus Blunts the Development of Posttraumatic Osteoarthritis
**Source:** JBMR Plus. 2022 Apr 19;6(5):e10625. doi: 10.1002/jbm4.10625
**Supplement:** Supplementary file 1 — Appendix S1. Supplemental Information

**Supplementary Figure 1.**

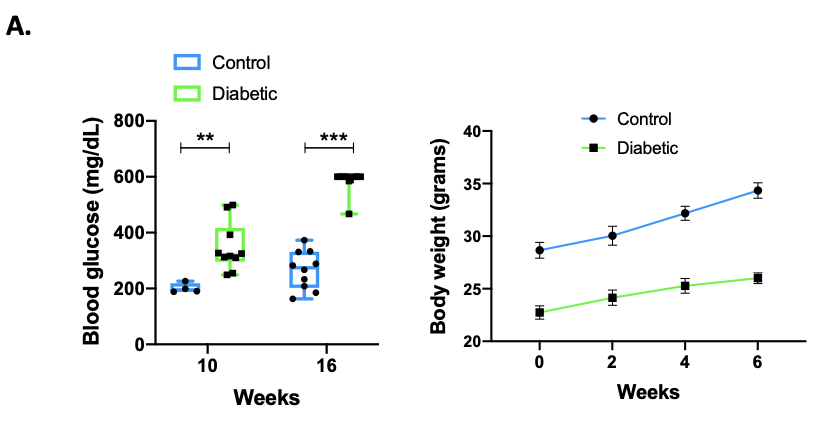

**Supp. Figure 1. Streptozotocin treatment effects on blood glucose and body weight.** (A) Blood glucose and body weight measurements through the experiment. Bar graphs values are average ± standard error; control n=5, diabetic n=10 per group. Statistical analysis performed by t-test. **p*<0.05, ***p*<0.001

**Supplementary Figure 2.**

**
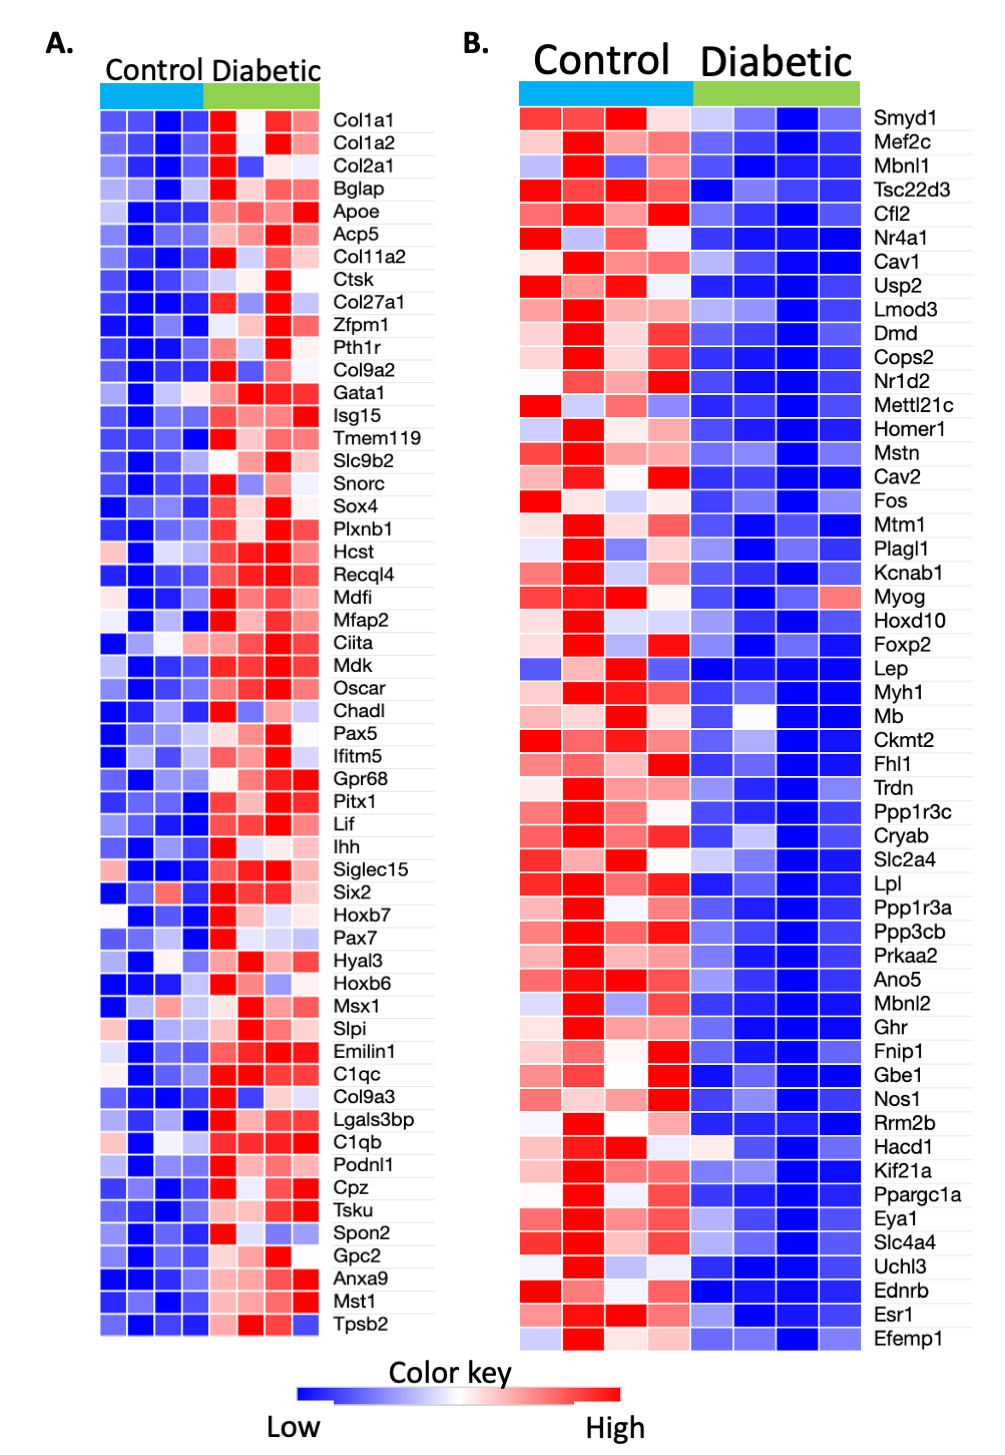
**

**Supp. Figure 2. T1D mice have elevated expression of bone remodeling markers.** (A) Heat map of selected bone remodeling markers. (B) Heat map of selected bone mineral content and skeletal muscle tissue development and morphology associated genes.

**Supplementary Figure 3.**

**
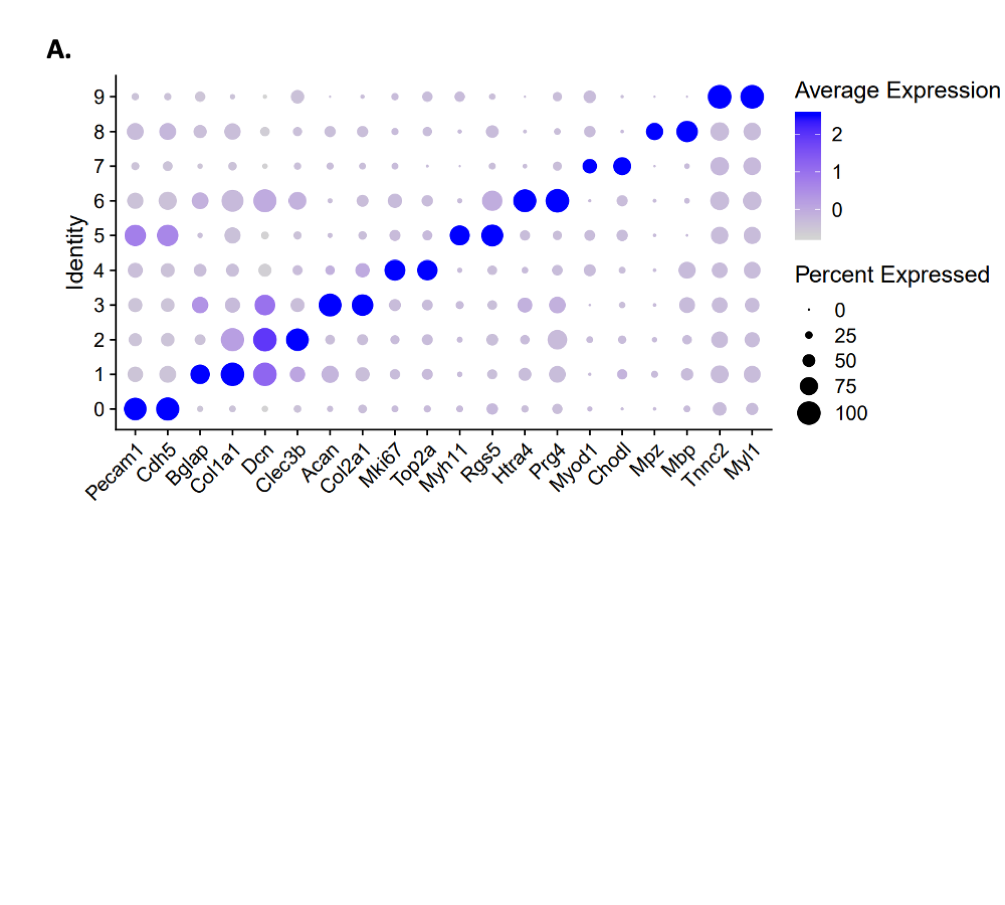
**

**Supp. Figure 3.** **Single cell RNA-seq analysis of the knee joint** showing the expression of selected markers of various cell types**.** (A) Dot size represents the % of cells expressing a specific marker, while the intensity of color indicates the average expression level for that gene, in that cluster.

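The first supplementary gene table lists 949 genes that the paper called higher in T1DM joints with edgeR, each with its log2 fold change and adjusted p-value, and marks Cytl1 as not significantly changed. Of these genes, 861 were tested here, and all 861 were higher in T1DM joints with limma. Both thresholds were passed by 702 of them, and 23 further genes were called higher. With edgeR's likelihood ratio test on the recovered reads of all genes, chosen after seeing the data, 869 of the 949 were called higher. Much of the gap thus lies in the test, the filter and the pseudocount used here. The log2 fold change of Cytl1 was 0.26 (standard error 0.12, adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment). After correction for GC content and length, 242 genes of the table were called, and 857 were higher.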

**Supplementary table 1.** Bulk RNA-seq data from control joints compared to type 1 diabetes mellitus joints. Fold upregulation (log2 scale).

***not significantly changed**

**Supplementary Table 2.** Bulk RNA seq data from control joints compared to type 1 diabetes mellitus joints. Fold downregulation (log2 scale).

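This table lists 1002 genes that the paper called lower. Of these, 959 were tested with limma, all 959 were lower in T1DM joints and 803 passed both thresholds, with 3 genes called lower that the table does not hold. With edgeR's likelihood ratio test over all genes, chosen after seeing the data, 960 of the 1002 were called lower. Across the tested genes of both supplementary tables, the log2 fold changes had a Pearson correlation of 0.99 with the paper's. These are genes of the same joints and not independent replicates. After correction for GC content and length, 267 genes of this table were called and 942 were lower.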

**Supplementary Table 3. Gene ontology of upregulated genes**

**Supplementary Table 4. Gene ontology of downregulated genes**

How the deposited data were processed for this re-analysis (not part of the article)

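RNA of 4 whole knee joints of control and 4 of STZ-induced T1DM male mice, 16 weeks old, was analysed. The grouping of the joints followed their sample labels, and replicate numbers were read from the same labels, which do not say that joints with the same number belong together.

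The authors mapped single-end reads to mm10 with STAR, counted them on genes with featureCounts, called genes with edgeR, and deposited 1 normalized signal per gene and joint. The signal is the number of reads on a gene divided by the effective library size, scaled as CPM. Its unit was tested on the values themselves. In each of the 8 joints, 100% of the values were whole multiples of 1 step, and TMM factors recomputed from the reads so recovered differed from those of the deposited signal by at most 6.5e-12. The lowest mean signal of a gene over the joints was 0.301 and the smallest of the genes' highest read numbers was 12. The text of the paper does not name the filter on low genes, the annotation or the use of strand in the counting. Columns were used as deposited, without further scaling.

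Between 11917307 and 45636996 reads per joint were counted on genes, with a median of 19020220 in control joints and 22855005.5 in T1DM joints. The floor of 3 reads corresponds to 0.0634 to 0.258 normalized counts (CPM). Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

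Genes with a value of at least 1 in at least 4 joints were tested with limma 3.58.1 in R 4.3.3 on log2(value + 0.5), with moderated variances that follow a trend on the mean and no covariate. P-values were adjusted by the Benjamini-Hochberg method over the 12884 tested genes. Genes were called at an adjusted p-value under 0.05 and a log2 fold change beyond 0.5, the thresholds of the paper. For single genes, an exact permutation test over the 70 assignments of 4 joints to each group was run beside limma. It is two-sided and cannot go below 0.029.

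The genes given by name are those that the paper names for these joints or shows in Fig. 1C and 1D, Cytl1, the chondrocyte genes that the paper names for single cells, every gene of the Mmp, Adam, Adamts or Timp families past both thresholds, and the 5 genes with the largest log2 fold change in each direction among called genes without overlap of the groups. The genes of Supplemental Fig. S2 were counted as panels. The genes of the paper's tables that limma did not call and that are named in the closing section were chosen after their values were seen, as were the genes with exons on the opposite strand.

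21 gene lists were written from general knowledge, because the members of ontology terms were not used here. Each was tested with limma's camera test at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The score of a list in a joint is the mean over its genes of the log2 value minus the mean of the 8 joints, and scores were compared by the exact permutation test.

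Each result was recomputed with other pseudocounts (0.1 and 2.5), without a filter and with a mean of at least 10 CPM, with median-of-ratios, upper-quartile and quantile scaling, without the variance trend, with robust variances and weights for the joints, with the replicate number as a block, with edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and without each joint in turn. Gene counts were also taken without a fold change limit and at a limit of 1. GC content and transcript length were taken from the longest protein-coding transcript of each gene in the GENCODE annotation of mm10, which matched 13584 of the 13618 genes by a current or older symbol. The remaining 34, of which 19 have names that read as dates, were left out of that correction. A smooth trend on both was fitted to the deviations of each joint from the mean of the 8 joints and removed.

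The steps were tested on simulated reads of 12852 genes at the depths of these joints, with 200 genes changed by a log2 fold change of 1 up or down. Smaller changes, such as most of those called in the joints, were not simulated, so their recovery is not known. limma recovered 189 of them with 9 wrong calls, edgeR 189 with 9, and DESeq2 191 with 11. With a simulated trend on GC content, limma made 289 wrong calls before the correction and 7 after it, with 193 changed genes recovered. The slopes of that simulated trend were chosen by hand. Of 20 simulated lists without a change, 0 passed the threshold. Genes were simulated independently of one another, so this does not test the camera test on lists of genes that vary together.

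Single-cell RNA sequencing, histology and immunostaining were not analysed here, nor were Bglap, Snorc and Cpz.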

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

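All tests of explanations given in this part were chosen only after the results were seen. A joint is listed when its gap to the nearest joint of its group, as a share of the range of the group, exceeds the 95% limit of Dixon's test for 4 values. Of 142 groups of values, 5 held such a joint, and chance gives 7.1, so the number of these joints needs no explanation beyond chance. No biological explanation was tested for a single joint, since all joints of a group had the same condition.

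Prkaa2 was at 345 normalized counts (CPM) in control joint 2 and at 284, 279 and 289 in the other control joints. Its gap was 0.845 of the range, just past the limit, and 0.791 after the correction for GC content and length, which is not past it. So small a move does not single out the GC trend of that joint as the cause.

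Mmp12 was at 1.39 normalized counts (CPM) in T1DM joint 4 and at 0.447, 0.380 and 0.323 in the other T1DM joints. The reads behind these values were 19 in joint 4 and 10, 18 and 8 in the others. The reads of joint 4 had an exact binomial p of 2.4e-05 against the other T1DM joints, but the joint was tested because it lay apart, and animals differ by more than counting noise, so the test does not decide on counting error. The gap was 0.882 of the range after the correction for GC content and length. Ostn was at 25.4 in T1DM joint 1 and at 11.3, 9.27 and 9.61 in the other T1DM joints, and its gap after the correction was 0.909 of the range. A different share of muscle or another tissue in these joints was not tested.

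The score of the aggrecanase and ADAMTS list was 0.179 in T1DM joint 1 and 0.000318, 0.0185 and 0.0244 in the other T1DM joints. The score of the list of fatty acid oxidation and targets of PPAR alpha was 0.271 in T1DM joint 4 and 0.0145, 0.0155 and 0.0193 in the others. With GC content and length corrected, the gaps were 0.838 and 0.944 of the range, so neither follows from the GC trend alone.

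5 lists of genes that the paper does not discuss were past the threshold of the camera test and had no overlap between the scores of T1DM and control joints (exact permutation test, two-sided p = 0.029, 0.060 after adjustment over the lists). The erythroid list had a mean log2 fold change of 0.61, with 13 of 14 genes higher, a camera adjusted p of 2.9e-05 (Benjamini-Hochberg, 2.0e-08 to 1.3e-04 over the alternatives, 8.0e-06 with the replicate block) and a shift of 0.58 after the correction for GC content and length. The macrophage list had a mean log2 fold change of 0.41, with 10 of 11 genes higher, a camera adjusted p of 0.0026 (Benjamini-Hochberg, 1.5e-04 to 0.014 over the alternatives, 0.0026 with the replicate block) and a shift of 0.35 after the correction for GC content and length. The proliferation list had a mean log2 fold change of 0.42, with 17 of 18 genes higher, a camera adjusted p of 2.9e-05 (Benjamini-Hochberg, 1.1e-07 to 2.1e-04 over the alternatives, 2.0e-05 with the replicate block) and a shift of 0.42 after the correction for GC content and length. The circadian clock list had a mean log2 fold change of -0.24, with 13 of 19 genes lower, a camera adjusted p of 0.016 (Benjamini-Hochberg, 3.8e-04 to 0.046 over the alternatives, 0.012 with the replicate block) and a shift of -0.28 after the correction for GC content and length. The glucocorticoid response list had a mean log2 fold change of -0.55, with 13 of 17 genes lower, a camera adjusted p of 4.5e-04 (Benjamini-Hochberg, 4.9e-07 to 0.0086 over the alternatives, 1.4e-04 with the replicate block) and a shift of -0.62 after the correction for GC content and length. The immediate early list, whose scores did not overlap either, was not past the camera threshold and is weighed under other observations. Had the GC trend caused a shift, the correction would have removed it. It took away a small part of the erythroid and macrophage shifts and none of the proliferation, clock and glucocorticoid shifts. With the muscle score of each joint as a covariate, the shifts were 0.58, 0.33, 0.32, -0.21 and -0.61 in the same order, with camera adjusted p of 3.1e-04, 0.043, 9.9e-04, 0.13 and 4.7e-04 (Benjamini-Hochberg). The clock list kept most of its shift but was then not past the threshold, so the test does not decide on muscle RNA for it, while for the other 4 lists muscle RNA does not fully explain the shift. A different share of marrow RNA and a difference in dissection time were not excluded for any of the 5 lists, since the tests of both under other observations were not decisive. A response to T1DM is a hypothesis for the same lists, found and tested on the same joints.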

How the results depend on the processing

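The tests, the filter, the pseudocount, the thresholds, the gene lists and the alternatives were chosen before the data were examined. Exceptions, chosen after seeing the data, are the combination of block and GC correction, the GC correction of panels, tables, lists and single genes, the correction with the mean GC content of all transcripts, and edgeR's likelihood ratio and exact tests over all genes. All adjusted p-values of lists are from limma's camera test with Benjamini-Hochberg adjustment.

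The counts of genes higher and lower in T1DM were 725 and 806. They were within 1.5 times these counts without a filter, under the median-of-ratios, upper-quartile and quantile scalings, without the variance trend, with robust variances and weights, with the replicate block, with edgeR and DESeq2, and with pseudocount 0.1. The highest of these were 875 higher and 960 lower genes with edgeR's likelihood ratio test. Upper-quartile scaling gave 870 higher and 687 lower genes and so reversed which direction had more. Pseudocount 2.5 left 400 higher genes, and a mean of at least 10 CPM left 443, which were all among the 725. Lower genes were then 615 and 625. Without a limit on the fold change the counts were 2404 and 2452, and beyond 1 they were 15 and 48. Over the 8 fits that each left out 1 joint, they ranged from 495 to 889 and from 632 to 1006.

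With GC content and length corrected, 342 genes were higher and 359 lower, with the block as well 323 and 337, and with the mean GC content of all transcripts 338 and 435. Under these 3 corrections in turn, the called genes of Fig. 1C fell from 7 to 3, 2 and 3, and those of Supplemental Fig. S2A from 48 to 17, 16 and 17. Those of Supplemental Fig. S2B fell from 51 to 28, 27 and 37. Called genes of Supplementary Table 1 fell from 702 to 242, 228 and 239, and of Supplementary Table 2 from 803 to 267, 250 and 332. With a mean of at least 10, 3 genes of Fig. 1C, 24 of Supplemental Fig. S2A and 424 of Supplementary Table 1 were called, and with pseudocount 2.5, 395 of Supplementary Table 1. The fits that left out 1 joint called 4 to 11 genes of Fig. 1C. A stricter filter removes low genes from the test and a larger pseudocount shrinks their fold changes. For the other changes the cause was not tested, apart from GC content, whose tests stand under other observations.

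The same-numbered joints were not more alike than others, with mean correlations of their deviations of -0.15 against 0.050 for differently numbered joints. The replicate block gave 711 higher and 797 lower genes. With it, the unchanged shifts of the metallopeptidase list, 0.18 (adjusted p = 0.042), the cartilage list, 0.23 (adjusted p = 0.042), the insulin response list, -0.22 (adjusted p = 0.047), and the immediate early list, -0.28 (adjusted p = 0.043), were past the threshold, which they had not passed without it. Over all alternatives, the fits without 1 joint included, the adjusted p of these lists ranged from 0.018 to 0.15, 0.0047 to 0.41, 0.0054 to 0.10 and 3.8e-04 to 0.26.

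The interferon, extracellular matrix, osteoblast, osteoclast, erythroid, macrophage, proliferation, clock and glucocorticoid lists kept their direction and stayed past the threshold under each of these alternatives, the fits without 1 joint included. With the muscle score as a covariate, a test weighed under other observations, the osteoblast list (adjusted p = 0.094) and the clock list (adjusted p = 0.13) were not past it. With GC content and length corrected, the metallopeptidase list had a shift of 0.15 (adjusted p = 0.032), the insulin list -0.24 (adjusted p = 0.014), the adipocyte list -0.38 (adjusted p = 0.014) and the immediate early list -0.39 (adjusted p = 8.9e-04), and with the block these shifts had adjusted p of 0.020, 0.013, 0.0061 and 3.8e-04. With the mean GC content they were 0.14 (adjusted p = 0.042), -0.28 (adjusted p = 0.0054), -0.40 (adjusted p = 0.014) and -0.42 (adjusted p = 5.3e-04). With edgeR's likelihood ratio test, with nearly the same p from its exact test, the metallopeptidase list was at 0.17 (adjusted p = 0.046), the cartilage list at 0.24 (adjusted p = 0.049), the insulin list at -0.22 (adjusted p = 0.019), the adipocyte list at -0.30 (adjusted p = 0.049) and the immediate early list at -0.32 (adjusted p = 0.033). The likelihood ratio test also put the fatty acid oxidation list past the threshold, at 0.32 (adjusted p = 0.049). With a mean of at least 10, the cartilage list reached 0.29 (adjusted p = 0.046) and the insulin list -0.27 (adjusted p = 0.046), and the B cell list fell short at 0.26 (adjusted p = 0.063). The insulin list was at -0.20 (adjusted p = 0.048) with upper-quartile scaling and at -0.22 (adjusted p = 0.022) with DESeq2. Quantile normalization took the muscle list to -0.068 (adjusted p = 0.16) and the oxidative phosphorylation list to -0.10 (adjusted p = 0.061), short of the threshold. Adjusted p over all alternatives, the fits without 1 joint included, ranged from 0.0061 to 0.30 for the adipocyte, 7.8e-06 to 0.16 for the muscle, 9.0e-04 to 0.13 for the B cell, 0.049 to 0.57 for the fatty acid oxidation and 2.2e-06 to 0.061 for the oxidative phosphorylation list. The cause was not tested.

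Shifts over the fits without 1 joint ranged from 0.14 to 0.24 for the metallopeptidase list, 0.12 to 0.37 for cartilage, -0.25 to -0.19 for insulin, -0.43 to -0.23 for adipocyte, -0.26 to -0.11 for muscle, 0.035 to 0.26 for neutrophil, 0.16 to 0.38 for B cell, -0.32 to -0.18 for immediate early and -0.25 to -0.13 for oxidative phosphorylation genes, and each of these changed its side of the threshold in at least 1 fit.

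Of the 47 genes given by name, only Acan changed direction, with a log2 fold change of -0.0046 under robust variances and weights against 0.16, near 0 in both. GC and length correction left 34 genes on their side of the thresholds and took 13 below them. Upper-quartile scaling and edgeR's quasi-likelihood test each brought 4 further genes past them, and robust variances with weights took 3 below. With a mean of at least 10, 30 of them were still tested, each on its side of the thresholds, and the others give no value. Depth limits the low genes among them, such as Mmp12 with 8 to 44 reads per joint. A median shift of all genes above 0.044 on the log2 scale was not seen under any scaling.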

Differences from the paper's values

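For 42 genes given by name that the paper's supplementary tables list, log2 fold changes were compared, and 39 differed from the paper's by no more than the SD of the log2 values among replicates.

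For Mmp11 the log2 fold change was 0.61 and the paper's is 0.74. Among the alternatives set before the data were examined, the difference was within the replicate SD with pseudocount 0.1 (0.69), upper-quartile scaling (0.64), edgeR's quasi-likelihood test (0.74), DESeq2 (0.73), without control joint 1 (0.65) and without T1DM joint 4 (0.66). With the others it was not. edgeR's likelihood ratio and exact tests over all genes, chosen after seeing the values, gave 0.74.

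For Mmp12 the log2 fold change was -1.09 and the paper's is -1.74. The difference was within the replicate SD with pseudocount 0.1 (-1.55), edgeR's quasi-likelihood test (-1.74), DESeq2 (-1.67) and without T1DM joint 4 (-1.37), and not with the other alternatives set before the data were examined. edgeR's likelihood ratio and exact tests, chosen after seeing the values, gave -1.66.

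For Nr4a3 the log2 fold change was -1.56 and the paper's is -1.83. Pseudocount 0.1 (-1.79), edgeR's quasi-likelihood test (-1.84) and DESeq2 (-1.85) brought the difference within the replicate SD, and none of the other alternatives set before the data were examined did. edgeR's likelihood ratio and exact tests, chosen after seeing the values, gave -1.84.

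The paper names Adamts14 and Adamts4 and shows Adam11 and Mmp17 among the genes higher in T1DM, and limma with Benjamini-Hochberg adjustment did not call them. Adamts14 had a log2 fold change of 0.49 and an adjusted p of 0.057 (limma). It was called with upper-quartile scaling, edgeR's quasi-likelihood test, DESeq2 and without control joint 1, and with edgeR's likelihood ratio and exact tests, chosen after seeing the values. Adamts4, at 0.48 (adjusted p = 0.020, limma), was called under the same settings, with pseudocount 0.1 and without T1DM joint 2 or 3. Adam11, at 0.48 (adjusted p = 0.0079, limma), was called under the settings that called Adamts14, with pseudocount 0.1 and without T1DM joint 3. Mmp17, at 0.51 (adjusted p = 0.10, limma), was called only without control joint 1.

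Of other genes that the paper shows or lists as changed, Col9a1, at 0.65 (adjusted p = 0.052, limma with Benjamini-Hochberg adjustment), was called with upper-quartile scaling, the replicate block, edgeR's quasi-likelihood test, without control joint 4 and without T1DM joint 2. Hoxb7, at 0.49, was called with pseudocount 0.1, upper-quartile scaling, edgeR's quasi-likelihood test, DESeq2 and without control joint 1. Pax7, at 0.51, was called with upper-quartile scaling, without the variance trend, with edgeR's quasi-likelihood test and without control joint 3. Msx1, at 0.65, was called with robust variances and weights, with the replicate block and without control joint 3. Foxp2, at -0.47, was called with pseudocount 0.1, quantile normalization, edgeR's quasi-likelihood test, DESeq2, without control joint 3 and without T1DM joint 1. Each of these 5 genes was also called with edgeR's likelihood ratio and exact tests, chosen after seeing the values.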

Other observations

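The tests within gene lists, between control libraries, of depth, of the highest genes, of the scaling and of lists with the muscle score as covariate were chosen only after the results were seen. The tests of GC content, muscle among single genes, marrow, time of day, dissection time and other splits of the joints were not. The readings of the marrow and dissection time tests were, however, changed to undecided after the alternatives were seen. Read as planned, both tests would have argued against these explanations.

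The 8 joints can be split into 4 and 4 in 35 ways, of which 8 part every pair of same-numbered joints. Among these 8, 1 split gave as many genes higher and 1 as many genes lower, in both cases the split into control and T1DM. The most genes called in another of the 8 was 0. So few splits cannot give a share under 0.05. The other 27 splits keep some same-numbered joints together and called 1 gene at most. Over all 35 splits, only the split into control and T1DM reached its counts, a share of 0.029, the smallest possible. This share argues against a grouping by chance only if same-numbered joints do not belong together, which the sample labels leave open. At an unadjusted p under 0.05, 6136 genes differed between control and T1DM, and 35.9% of the tested genes had no overlap of the groups, against 2.86% by chance.

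Fold changes followed GC content across genes (Spearman correlation 0.62, and -0.19 with transcript length). The correlation of each joint's deviation from the mean of all joints with GC content was -0.23, -0.57, -0.065 and -0.77 in control joints 1 to 4 and 0.59, 0.60, 0.41 and 0.42 in T1DM joints 1 to 4 (exact permutation test, two-sided p = 0.029). If the trend came from cell types or gene programs alone, it would fade among the genes of one program. Within the gene lists, with the mean of each list removed, the correlation was 0.52 over 378 genes (permutation p = 1e-04, the smallest that the permutations can give) and positive in 20 of 21 lists. Control joints also differed from one another along GC content, with correlations of their deviations from the control mean of -0.49 to 0.51, against -0.21 to 0.17 among T1DM joints. Some mixed splits of the joints followed GC content as strongly as the split into control and T1DM. With control joints 1, 2 and 4 and T1DM joint 4 against the others, the correlation was 0.70 and 0 genes were called. With control joints 1 and 2 and T1DM joints 1 and 2 against the others, it was -0.053. A correlation of the size seen thus does not by itself mark the condition. These values are consistent with a GC bias of the libraries that happened to differ between the groups, for example from RNA quality or library preparation, neither of which was tested. Since the trend ran the same way in all joints of a group, it cannot be told apart from the condition, and the correction may also remove changes due to T1DM. Of the calls made before the correction, 1531 in all, 237 higher and 255 lower were also made after it, and a GC bias does not fully explain these.

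The muscle contraction list was lower in T1DM joints, with a mean log2 fold change of -0.19 (25 of 31 genes lower, camera adjusted p = 0.0085 with Benjamini-Hochberg adjustment, 7.8e-06 to 0.16 over the alternatives). With the muscle score of each joint as a covariate, 652 of the 806 genes called lower were still called and 806 were still lower. Less muscle RNA in the T1DM joints therefore does not fully explain the lower genes, but a part cannot be told apart from it. Of the erythroid, neutrophil and B cell lists, 2 were higher in T1DM joints and past the threshold, and the neutrophil list was not (mean log2 fold change 0.12, adjusted p = 0.43, camera with Benjamini-Hochberg adjustment, 0.019 to 0.95 over the alternatives). Without control joint 1, however, the neutrophil list had a mean log2 fold change of 0.26 and an adjusted p of 0.019, while the B cell list, at 0.16 with an adjusted p of 0.13, fell short (camera, Benjamini-Hochberg). The 3 lists were not past the threshold together in any fit, and which of them passed depended on the fit, so more marrow RNA in the T1DM joints is neither shown nor excluded. With the muscle score as a covariate, the extracellular matrix and osteoclast lists were past the threshold (adjusted p = 0.0088 and 0.0088, camera with Benjamini-Hochberg adjustment) and the osteoblast list (mean log2 fold change 0.24, adjusted p = 0.094) and the B cell list (0.16, adjusted p = 0.21) were not.

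A difference in the time of day of collection would move Nr1d1, Nr1d2, Dbp, Tef and Per3 one way and Arntl, Npas2 and Clock the other. Only 1 of these 8 clock genes, Nr1d2 at -0.72 (adjusted p = 4.2e-04, limma with Benjamini-Hochberg adjustment), was past both thresholds. Of the first set, Nr1d1, at 0.27, and Tef, at 0.17, were higher, while Nr1d2, Dbp, at -0.29, and Per3, at -0.0094, were lower. Arntl, at -0.21, Npas2, at -0.094, and Clock, at -0.49 (adjusted p = 0.0025, limma with Benjamini-Hochberg adjustment), were lower. The first set thus did not move one way, and its largest change had the direction of the second set, so the pattern of a difference in time of day was not seen. A difference in dissection time would shift the immediate early genes. Their list had a mean log2 fold change of -0.28 (14 of 20 genes lower, adjusted p = 0.071, camera with Benjamini-Hochberg adjustment). The scores of the 2 groups did not overlap (exact permutation test, two-sided p = 0.029, 0.060 after Benjamini-Hochberg adjustment over the lists), and the camera adjusted p ran from 3.8e-04 to 0.26 over the alternatives, so such a difference can be neither shown nor excluded.

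No difference between the groups was detectable in the reads on genes (exact permutation test, two-sided p = 0.51) or in the share of reads on the 10 highest genes (p = 0.49, exact). Under the median-of-ratios, upper-quartile and quantile scalings, at least 86.9% of the calls were made again.

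The paper names several cartilage genes for single chondrocytes of uninjured and injured joints. In the whole uninjured joints, Acan, Sox9, Prg4, Thbs1 and Ucma had log2 fold changes of 0.16, -0.17, -0.23, -0.27 and 0.33, with adjusted p between 0.094 and 0.47 (limma, Benjamini-Hochberg). Exons of Prg4 and Thbs1 overlap exons of opposite-strand genes (Tpr and Gm29233). Col9a2 and Cilp2, which the paper lists among the higher genes of the whole joints, were called, at 0.83 and 0.60, with adjusted p of 0.0059 and 0.0083 (limma, Benjamini-Hochberg), and neither was called after the correction for GC content and length. Timp4, at -0.72 (adjusted p = 0.014, limma with Benjamini-Hochberg adjustment), was lower, and at -0.64 after that correction. The oxidative phosphorylation list was lower, at -0.20 (22 of 25 genes, adjusted p = 0.0030, camera with Benjamini-Hochberg adjustment, 2.2e-06 to 0.061 over the alternatives). With the muscle score as a covariate it was at -0.043 (13 genes lower, adjusted p = 0.31, camera with Benjamini-Hochberg adjustment), so its shift cannot be told apart from less muscle RNA in the T1DM joints.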
